# Dysregulation of Ceramide Metabolism Is Linked to Iron Deposition and Activation of Related Pathways in the Aorta of Atherosclerotic Miniature Pigs

**DOI:** 10.3390/antiox13010004

**Published:** 2023-12-19

**Authors:** Zhaowei Cai, Liqun Deng, Yingying Fan, Yujie Ren, Yun Ling, Jue Tu, Yueqin Cai, Xiaoping Xu, Minli Chen

**Keywords:** atherosclerosis, lipidomics, ceramide, iron, oxidative stress, miniature pigs

## Abstract

The miniature pig is a suitable animal model for investigating human cardiovascular diseases. Nevertheless, the alterations in lipid metabolism within atherosclerotic plaques of miniature pigs, along with the underlying mechanisms, remain to be comprehensively elucidated. In this study, we aim to examine the alterations in lipid composition and associated pathways in the abdominal aorta of atherosclerotic pigs induced by a high-fat, high-cholesterol, and high-fructose (HFCF) diet using lipidomics and RNA-Seq methods. The results showed that the content and composition of aortic lipid species, particularly ceramide, hexosyl ceramide, lysophosphatidylcholine, and triglyceride, were significantly altered in HFCF-fed pigs. Meanwhile, the genes governing sphingolipid metabolism, iron ion homeostasis, apoptosis, and the inflammatory response were significantly regulated by the HFCF diet. Furthermore, C16 ceramide could promote iron deposition in RAW264.7 cells, leading to increased intracellular reactive oxygen species (ROS) production, apoptosis, and activation of the toll-like receptor 4 (TLR4)/nuclear Factor-kappa B (NF-қB) inflammatory pathway, which could be mitigated by deferoxamine. Our study demonstrated that dysregulated ceramide metabolism could increase ROS production, apoptosis, and inflammatory pathway activation in macrophages by inducing iron overload, thus playing a vital role in the pathogenesis of atherosclerosis. This discovery could potentially provide a new target for pharmacological therapy of cardiovascular diseases such as atherosclerosis.

## 1. Introduction

Cardiovascular disease remains the leading global cause of mortality, and atherosclerosis has been established as the primary underlying pathological mechanism [1]. Atherosclerosis manifests as the buildup of lipids within arterial walls, culminating in macrophage migration and smooth muscle proliferation, resulting in arterial wall hardening, thickening, and loss of elasticity [2]. Growing evidence indicates the pivotal role of aberrant lipid metabolism in the initiation and progression of atherosclerosis, potentially serving as a common thread linking various pathogenic factors, including obesity, hypertension, and diabetes [3]. Lipid-lowering therapy is indicated for patients with cardiovascular diseases, including atherosclerosis. Statins and proprotein convertase subtilisin/kexin 9 (PCSK9) inhibitors constitute the principal means to reduce serum low-density lipoprotein cholesterol (LDL-C) levels in clinical atherosclerosis treatment. Nevertheless, many patients fail to attain ideal lipid levels even with medication, potentially encountering drug intolerance and associated risks [4]. Hence, identifying new intervention targets related to abnormal lipid metabolism could offer fresh insights for preventing and treating atherosclerosis and atherosclerotic cardiovascular diseases. 

Lipidomic analysis, based on mass spectrometry, has emerged as a potent tool for investigating lipid composition in biological samples during disease states. This approach enables us to reveal the mechanisms underpinning lipid-related diseases such as atherosclerosis by quantifying changes in specific lipid categories [5]. Current clinical research on atherosclerosis mainly involves identifying lipid biomarkers from blood samples, thereby inferring their correlation with atherosclerosis due to the challenges associated with actual plaque sampling [6,7]. However, recent studies have revealed no significant correlation between arterial plaque tissue and plasma metabolites in atherosclerotic patients and mouse models [8,9]. Consequently, it is essential to directly assess changes in lipid metabolites within atherosclerotic plaques. It is now understood that miniature pigs closely resemble humans in cardiovascular anatomical structure and lipoprotein composition, offering distinct advantages for cardiovascular disease research, including atherosclerosis. Nevertheless, there is a dearth of reports regarding the alterations in lipid composition within atherosclerotic plaque in miniature pigs. Additionally, atherosclerosis represents a complex multifactorial disease, with oxidative stress, inflammation, and apoptosis playing pivotal roles in its onset and progression. However, the intricate interplay among these key factors remains largely uncharted [10]. Therefore, when studying atherosclerosis in animal models, integrating lipidomics with additional omics methods like transcriptomics can help elucidate the potential mechanisms governing specific changes in lipid metabolism and their interaction with related molecular targets. 

Herein, we conducted untargeted lipidomic profiling of atherosclerotic aortas in Wuzhishan miniature pigs subjected to either a normal chow (NC) diet or a high-fat, high-cholesterol, and high-fructose (HFCF) diet for six months. Moreover, transcriptome sequencing was employed to investigate the potential mechanisms behind HFCF diet-induced aortic ceramide accumulation, apoptosis, and inflammation in atherosclerotic pigs. Furthermore, in vitro experiments demonstrated the role of the long-chain C16 ceramide in macrophage iron overload and the activation of downstream pathways.

## 2. Materials and Methods

### 2.1. Animals

Ten male Wuzhishan miniature pigs aged 6–7 months were acquired from the Institute of Animal Sciences, Hainan Academy of Agricultural Sciences (Haikou, China), in this study. Each pig was individually housed and had a 12 h light and dark cycle. Before the experiment, the pigs were fed a regular diet and had free access to water. After 4 weeks of acclimatization, the animals were divided into two groups and fed either an NC (3.2 kcal·g^−1^, 22% of kcal from protein, 8% of kcal from fat, and 70% of kcal from carbohydrate) or an HFCF (4.5 kcal·g^−1^, 12% of kcal from protein, 46% from fat, and 42% from carbohydrate) diet for 6 months. Each group consisted of five animals. The HFCF diet consisted of 15% shortening oil, 10% egg yolk power, 1.5% cholesterol, 10% fructose, and 63.5% normal chow diet. The pigs in each group were fed twice daily with a total daily amount equivalent to 2.5% of their body weight. The Laboratory Animal Management and Use Committee of the Zhejiang Chinese Medical University (Hangzhou, China, permit no. ZSLL-2016-0013) authorized all procedures for this study. A diagram of the animal experiment is shown in Figure 1.

The body weight of the pigs was recorded monthly. After 6 months of feeding, the pigs were killed by exsanguination under anesthesia. Blood samples were collected and centrifuged at 3000× *g* for 15 min. The serum was separated and stored at −80 °C for further analysis. The entire aorta, from the aortic arch to the iliac artery, was removed and fixed in 10% buffered formalin for 24 h. The samples were then stained with Sudan IV dye for 15 min, rinsed, and then photographed. Image J software (NIH, version 1.6.0) was used to analyze lipid deposition in the whole aorta. 

### 2.2. Biochemical Parameter Measurements

Biochemical markers associated with lipid metabolism, including triglycerides (TG), total cholesterol (TC), high-density lipoprotein cholesterol (HDL-C), and LDL-C, were measured with an automatic biochemistry analyzer (Hitachi 7020; Hitachi, Tokyo, Japan). Iron content in the abdominal aorta tissues was determined with an iron detection kit (TC1015, Leagene, Beijing, China). Briefly, 20 mg of abdominal aorta was homogenized, and the protein concentration was measured using a bicinchoninic acid (BCA) protein assay kit. The absorbance of the collected samples was measured at the wavelength of 562 nm using a microplate reader, and the concentration of iron was calculated accordingly [11].

### 2.3. Histological Analysis

The abdominal aorta was fixed in 10% formalin, embedded in paraffin, sectioned at 4 μm thickness, and stained with hematoxylin and eosin (H&E). The intima to media thickness ratio was measured with Image J software (NIH, version 1.6.0). The sections were examined via a light microscope (Nikon Eclipse 80i; Nikon, Tokyo, Japan). Apoptosis in abdominal aorta tissues was assessed using a TUNEL BrightGreen Apoptosis Detection Kit (A112-01, Vazyme, Nanjing, China) according to the manufacturer’s instructions. The apoptotic cells were labeled with green immunofluorescence, while the cell nuclei were stained with DAPI. In brief, following rehydration with a xylene and ethanol series, the slides were treated with 20 μg/mL of proteinase K and incubated at 37 °C for 20 min. They were then rinsed with 1× phosphate buffer solution (PBS) for 5 min, three times. Subsequently, the slides were exposed to 50 μL of TUNEL detection solution and incubated at 37 °C for 60 min, followed by three washes with 1 × PBS. Finally, they were stained with an anti-fluorescence quenching solution. The rate of apoptotic cells was calculated as the ratio of TUNEL-positive nuclei to DAPI-stained nuclei. Movat staining was employed to examine foam cells and collagen fibers in the plaque. Image-Pro Plus 6.0 Software was used for area quantification.

### 2.4. Lipid Sample Preparation and Lipidomic Profiling

Lipids were extracted from abdominal aorta tissues using the methyl tert-butyl ether (MTBE) method as previously described [12]. Briefly, 30 mg of tissue was homogenized in 200 μL of ice-cold water and 240 μL of methanol, followed by 800 μL of MTBE. The samples were ultrasonically treated for 20 min at 4 °C, then allowed to rest for 30 min at room temperature. Lipids were extracted by centrifuging the solution at 10 °C for 15 min (14,000× *g*) to extract lipids. The upper organic layer was collected, and the solvent was evaporated under nitrogen and stored at −80 °C until analysis.

LC-MS/MS analysis was performed using a Q Exactive plus mass spectrometer (Thermo Scientific, Waltham, MA, USA) coupled to a UHPLC Nexera LC-30A system (Shimadzu, Tokyo, Japan). Briefly, lipids were separated using a Waters Acquity UHPLC system with a CSH C18 column (2.1 × 100 nm, 1.7 μm). MS analysis was performed using electrospray ionization (ESI) positive and negative ions. Positive and negative ion full-scan spectra were collected within mass-to-charge ratio (*m*/*z*) ranges of 200–1800 and 250–1800, respectively. Following each full scan, 10 fragment patterns (MS2 scan, HCD) were collected to determine the mass-to-charge ratio of lipid molecules. The initial lipidomic data were processed using LipidSearch software version 4.1 (Thermo Scientific^TM^, Waltham, MA, USA) for peak recognition, lipid identification (secondary identification), peak extraction, peak alignment, and quantification. Among the extracted ion features, only variables with at least 50% nonzero values were retained. Unsupervised multivariate analyses and fatty acyl chain composition analyses were carried out on identified lipids. Samples from each group were pooled equally to create a pooled quality control (QC). The experimental process included QC samples to evaluate system stability and data reliability.

### 2.5. Unsupervised Multivariate Data Analyses

Multivariate statistical analysis was conducted using SIMCA-P 16.0 software (Umetrics, Umea, Sweden). Following the Pareto scaling, principal component analysis (PCA) and orthogonal partial least-squares-discriminant analysis (OPLS-DA) were performed. By combining the VIP value obtained from the OPLS-DA model with a two-tailed Student’s *t*-test, significant differential metabolites were determined. Moreover, metabolites with VIP values greater than 1.0 and *p* values less than 0.05 were significant and considered differentially expressed. Hierarchical cluster analysis was performed with R software (version 3.5.1).

### 2.6. cDNA Library Construction and RNA-Seq Analysis

Pigs from each group were used for RNA sequencing. TRIzol reagent (Invitrogen, Carlsbad, CA, USA) was used to isolate total RNA from abdominal aorta tissues. Quantity and purity of RNA were assessed using the Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) and Animal Tissue RNA Purification Kit (LC Sciences, Houston, TX, USA), respectively. 

RNA samples of high quality were used for cDNA library construction. More detailed information on the cDNA library construction, paired-end sequencing, quality control, reads mapping, and the fragments per kilobase of exon per million reads mapped (FPKM) calculations can be found in our previous studies [13,14]. Using the Illumina paired-end RNA-Seq approach, we sequenced the transcriptome, generating a total of a million 2 × 150 bp paired-end reads. We aligned reads of all samples to the sus scrofa reference genome (Ssscrofa 10.2) using the HISAT2 (https://daehwankimlab.github.io/hisat2/, accessed on 27 March 2021) package. The mapped reads of each sample were assembled using StringTie (http://ccb.jhu.edu/software/stringtie/, accessed on 27 March 2021). Differentially expressed genes (DEGs) were selected based on a fold change > 2 or <0.5 with statistical significance determined with a *p*-value < 0.05 using R language. The raw data were deposited into the Gene Expression Omnibus (GEO) database under accession number GSE245530.

### 2.7. Bioinformatic Analysis

Gene Ontology (GO) annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were applied to analyze the main function of DEGs according to the NCBI Gene Ontology database. An adjusted *p*-value < 0.05 was set as the threshold for significantly enriched GO terms and KEGG pathways. We performed gene set enrichment analysis using the software Gene Set Enrichment Analysis (GSEA, version 4.3.2) to identify whether a set of genes in Reactome shows significant differences in the two groups. The normalized enrichment score (NES) > 1, nominal (NOM) *p*-value < 0.05, and false discovery rate (FDR) *q*-value < 0.25 were used to highlight significant pathways of enrichment.

### 2.8. Cell Culture

RAW264.7 cells were purchased from the Cell Resource Center of the Chinese Academy of Medicinal Sciences (Beijing, China). RAW264.7 cells were cultured at 37 °C in a 5% CO_2_ atmosphere. The DMEM was supplemented with 10% fetal bovine serum and contained 100 U/mL of penicillin and 100 μg/mL of streptomycin. RAW264.7 cells were seeded in triplicates in 96-well plates at a certain density (2 × 10^5^ cells/well). Then, the cells were treated with different concentrations of C16 ceramide (860516P, Avanti Polar Lipids) (1, 10, 100, and 200 μM) for 24 h. After 24 h of incubation, 50 μL of MTT reagent was added to each well and cultured in an incubator for 4 h in the dark. The supernatant was removed, and the optical density of the formazan solution was measured by using a microplate reader at 570 nm. 

To investigate the impact of C16 ceramide on cellular iron homeostasis and function, RAW264.7 cells underwent different treatments, including PBS, 100 μM C16 ceramide, and 50 μM deferoxamine (DFO) (HY-B0988, MCE). For the measurement of reactive oxygen species (ROS), cells from the various groups were first washed twice with PBS and then incubated with the 2′,7′-dichlorodihydro-fluorescein diacetate (DCFH-DA) probe (10 μmol/L) (S0033S, Beyotime, Shanghai, China) for 20 min at 37 °C. The fluorescence intensity was subsequently determined at an excitation wavelength of 488 nm and an emission wavelength of 525 nm using a fluorescence microscope. For flow cytometry analysis, cells were harvested and washed twice in ice-cold PBS after 24 h of treatment. Then, the cells were resuspended in 100 μL of 1 × Binding Buffer provided in the kit. To each tube, 5 μL of Annexin V-PE and 5 μL of 7-AAD were added, mixed gently, and incubated for 15 min in the dark at room temperature. Finally, 400 μL of 1 × Binding Buffer was added to the samples, and they were promptly subjected to flow cytometry analysis (Beckman Coulter, Brea, CA, USA).

### 2.9. Quantitative Real-Time PCR Analysis

Real-time PCR analysis was performed as previously described [14]. Briefly, total RNA was isolated from abdominal aorta tissues using TRIzol reagent (Invitrogen). One microgram of total RNA was reverse-transcribed using random primers and MMLV reverse transcriptase (Promega, Madison, WI, USA). Quantitative Real-time PCR (qRT-PCR) was carried out using the StepOnePlus Real-Time PCR Detection System (Applied Biosystems, Foster City, CA, USA). Relative expression levels of genes were analyzed using the 2^−∆∆CT^ method. The primers used are listed in Supplementary Materials, S1: Table S1.

### 2.10. Western Blot Analysis

Western blotting was conducted as previously described [13,14]. Briefly, total protein was isolated from frozen abdominal aorta tissues. Then, the cells were lysed using RIPA buffer and further quantified using a BCA protein assay Kit (KGP2100, Keygen, China). Next, the proteins were subjected to SDS-PAGE and electrotransferred onto PVDF membranes (Bio-Rad, Hercules, CA, USA). Then, the membranes were incubated with primary antibodies overnight at 4 °C, followed by the corresponding secondary antibodies (Li-COR Biosciences, Lincoln, NE, USA) for 1 h at room temperature. The primary antibodies used were as follows: β-actin (4970S, Cell Signaling Technology, CST, Boston, MA, USA), Caspase-3 (9662S, CST, USA), Caspase-8 (4790T, CST, Boston, USA), Caspase-9 (9508S, CST, Boston, MA, USA), NF-қB p65 (8242S, CST, Boston, MA, USA), Phospho-NF-қB p65 (Ser536) (3033T, CST, Boston, MA, USA), TLR2 (13744S, CST, USA), TLR4 (A00017S441, Boster, Wuhan, China), p38 MAPK (9212S, CST, USA), Phospho-p38 MAPK (Thr180/Tyr182) (4613S, CST, Boston, MA, USA), BCL-2 (ab32124, Abcam, Cambridge, MA, USA), Bax (ab32503, Abcam, Cambridge, MA, USA), and TFRC (ab269513, Abcam, Cambridge, MA, USA). The target protein bands were visualized using the Odyssey Infrared Imaging System (Li-COR Biosciences, USA). 

### 2.11. Immunohistochemistry and Immunofluorescence Staining

As previously described [13], the expression of NF-қB p65 (6956T, CST, Boston, MA, USA), α-SMA (ab5694, Abcam, Cambridge, MA, USA), CD68 (ab201340, Abcam, Cambridge, MA, USA), TFRC (ab269513, Abcam, Cambridge, MA, USA), and FTL (ab269513, Abcam, Cambridge, MA, USA) in the abdominal aorta tissues were assessed via immunostaining. Briefly, sections were blocked with a 3% hydrogen peroxide (H_2_O_2_) to block the endogenous peroxidase. Then, the sections were incubated overnight with primary anti-NF-қB p65, anti-α-SMA, anti-TFRC, and anti-FTL antibodies at 4 °C. Next, washing was performed and the secondary antibody was incubated for 1 h at room temperature. After washing, sections were counterstained with hematoxylin and visualized with a diaminobenzidine (DAB) kit (Vector Laboratories, Burlingame, CA, USA). For immunofluorescence staining, the sections were incubated with primary anti-CD68 overnight at 4 °C. Afterwards, the sections were incubated with the appropriate fluorescently labeled secondary antibodies for 1 h at room temperature. After washing, DAPI (Roche) was used to stain the nuclei for 8 min. Images were taken with a DS-Fil digital camera mounted on a Nikon Eclipse 80i fluorescence microscope (Nikon).

### 2.12. Statistical Analysis

GraphPad Prism 8.0 (Graphpad Software Inc., San Diego, CA, USA) was used for statistical calculations and data plotting. Statistical differences between two groups of unpaired design were determined using the Student’s *t*-test. The comparison among multiple groups was conducted using one-way analysis of variance (ANOVA) and followed by Tukey’s test. The results are presented as mean ± standard error. A *p*-value of less than 0.05 was considered statistically significant.

## 3. Results

### 3.1. Phenotype of Atherosclerotic Pigs Induced by High-Fat, High-Cholesterol, and High-Fructose Diet

Pigs on the HFCF diet exhibited significant weight gain (29.9 ± 5.1 kg vs. 14.2 ± 4.8 kg) and higher serum cholesterol levels, including TC (*p* < 0.01) and LDL-C (*p* < 0.01), compared with the pigs in the normal chow group (Figure 2A,B,D). No significant differences in TG concentrations were observed between the HFCF and NC groups. Sudan IV staining revealed a substantial increase in atherosclerotic lesion areas in HFCF-fed pigs (Figure 2F,G). Histological examination of H&E sections showed that the intimal area and intima-media thickness of aortas in the HFCF group were 13.0- and 1.5-fold higher than those in the NC group (*p* < 0.05) (Figure 2H–J). Distinctive features of atherosclerosis, including foam cell infiltration, necrotic core formation, and smooth muscle cell proliferation, were observed in arterial tissues of the HFCF group (Figure 2H). Sections were stained with Movat pentachrome to assess intimal and medial areas and plaque classification, while α-SMA staining confirmed collagen deposition and smooth muscle cell migration (Figure 2K,L). Moreover, increased CD68-positive staining was observed in the aorta of the HFCF group (*p* < 0.01) (Figure 2M).

### 3.2. Alteration in Aortic Lipidomics in Atherosclerotic Pigs Induced by High-Fat, High-Cholesterol, and High-Fructose Diet

To explore changes in the overall lipid composition and distribution in the aorta of atherosclerotic pigs fed the HFCF diet, we conducted mass spectrometry-based lipidomic analysis on abdominal aorta tissues from both the HFCF and the NC groups. The detected lipid classes and their abbreviations are listed in the Supplementary Materials, S1: Table S2 and S2: Table S3. We identified more than 796 distinct lipid species in abdominal aorta tissue, comprising 197 phosphatidylcholines (PCs), 166 triacylglycerols (TGs), 104 phosphatidylethanolamines (PEs), 92 sphingomyelins (SMs), 63 ceramides (Cers), 25 lysophosphatidylcholines (LPCs), 20 hexosyl ceramides (CerG1), and other lipid classes (Figure 3A). Using OPLS-DA, we identified two separate groups (HFCF vs. NC; positive ion mode: R^2^X = 0.834, R^2^Y = 0.999, and Q2 = 0.897; negative ion mode: R^2^X = 0.852, R^2^Y = 0.998, and Q2 = 0.900; Supplementary Materials, S1: Figure S1). Approximately 23% of the identified lipid species exhibited significant changes, with 139 lipid species increased and 42 decreased. Grouping the quantification results based on lipid categories, we observed a significant increase in the total abundance of fatty acyls and sphingolipids. In contrast, the abundance of glycerolipids, glycerophospholipids, saccharolipids, sterol lipids, and prenol lipids remained unaltered. A more detailed analysis of lipid subclasses showed increased levels of acylcarnitine (AcCa), fatty acids (FA), Cer, CerG1, CerG3, and TG in the HFCF group (Figure 3B,C). Additionally, LPC and lysophosphatidylethanolamine (LPE) levels in glycerophospholipids in the HFCF group tended to be higher than in the NC group (*p* = 0.069 and 0.079). To further investigate individual lipid species regulated by the HFCF diet, significantly altered lipid species were visualized in a bubble plot (Figure 3D). 

We employed hierarchical clustering heatmaps to illustrate changes in lipid subclasses of sphingolipids and glycerophospholipids (Figure 4A). In comparison with the NC group, we observed a significant increase in twenty-six ceramides, including Cer d18:0/16:0, Cer d18:0/18:0, Cer d18:0/22:0, Cer d18:1/14:0, Cer d18:1/18:0, Cer d18:1/20:0, Cer d18:1/22:0, Cer d18:1/24:0, Cer d18:1/24:1, and Cer d18:2/20:0, as well as twenty sphingomyelins, including SM d34:0, SM d36:0, and SM d40:0, in the abdominal aorta of HFCF-fed pigs (Figure 4A). Seven LPC lipid species, such as LPC (16:0e), LPC (16:1), LPC (18:0), LPC (18:0e), LPC (18:1), and LPC (18:2), and two LPE lipid species, including LPE (20:4) and LPE (22:4), were also significantly elevated in the abdominal aorta of the HFCF group (Figure 4A).

We analyzed lipid changes in plaques from atherosclerotic pigs, APOE^−/−^ mice, and human patients. We found five common lipid species, including Cer (d18:0/16:0), Cer (d18:1/16:0), Cer (d18:1/24:1), LPC (18:0), and LPC (18:1), which were significantly increased in atherosclerotic plaques (Figure 4B). We also analyzed the correlation between these common lipids and atherosclerotic parameters and found positive correlations with serum cholesterol content, intima–media thickness, plaque area, and, intriguingly, plaque iron content, especially with Cer (d18:1/16:0) (C16 Cer) (Figure 4C), suggesting that ceramides might contribute to atherosclerosis by influencing iron deposition. 

Maintaining cell membrane homeostasis is crucial for cardiovascular health, with the carbon chain length and degree of saturation of fatty acyls in the membrane lipids influencing membrane biophysical properties [15]. We further analyzed the fatty acyl chain profile associated with sphingolipids. Our data indicated that the HFCF diet led to a substantial alteration in the fatty acyl chain profile of ceramides, CerG1, and CerG3, with increased levels of long-chain fatty acyls with 34C and polyunsaturated fatty acyls with low double bond numbers (1~2 double bonds) in the abdominal aorta tissue of pigs (Supplementary Materials, S1: Figure S2). Regarding the effects of the HFCF diet on sphingolipid composition, we observed an increase in short-chain fatty acyls (16C) and medium-length (24C) fatty acyls in the abdominal aorta tissue. Most of the fatty acyl chain profiles of sphingomyelins remained unaltered due to HFCF diet feeding (Supplementary Materials, S1: Figure S2). These findings suggest that the fatty acyl chains associated with sphingolipids undergo dynamic changes after HFCF diet feeding.

### 3.3. Significantly Increased Ceramide Metabolism, Inflammation, and Apoptosis-Related Genes Were Observed in the Aorta of Atherosclerotic Pigs Induced by High-Fat, High-Cholesterol, and High-Fructose Diet

We applied RNA sequencing (RNA-Seq) to map the transcriptional alterations in the abdominal aorta tissue. 

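Total RNA from the abdominal aorta of 3 pigs of the NC group and 3 pigs of the HFCF group, killed after 6 months of feeding, was sequenced as paired-end reads. The pigs were 6 to 7 months old when acquired according to the methods and 3 to 4 months old according to the sample labels. The authors aligned the reads to the pig genome with HISAT2, assembled them with StringTie, and deposited FPKM values for 30477 genes, together with the GO terms and KEGG pathways of each gene. FPKM divides the fragments of a gene by its exon length and by the mapped reads of the sample, so it removes differences in depth but also fixes each gene as a share of its own library. Read counts were not used here, and the methods give a single read total without stating whether it is per sample. The depth behind each value is therefore not known. The smallest steps between low FPKM values of genes with 1 transcript gave relative depths, with the first NC pig set to 1. These were 1.09 and 1.37 in the other NC pigs and 1.03, 1.05 and 1.06 in the HFCF pigs. The FPKM values summed to 279734, 287143 and 272209 in the NC pigs and to 338691, 336016 and 330224 in the HFCF pigs. Between 39.9% and 43.9% of the genes in each pig were listed at 0.0001 FPKM, which stands for 0. Values were compared as log2(FPKM + 0.1) over the 15384 genes with a mean FPKM of at least 0.1, with limma's moderated test and Benjamini-Hochberg adjustment. A log2 fold change on this scale understates the change of genes with low FPKM. With 3 pigs against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.1, so single-gene p-values come from limma, which shares the spread across genes. Pearson correlations of the log2 values across genes, which are not independent replicates, were 0.957 to 0.970 within the NC group, 0.927 to 0.955 within the HFCF group and 0.841 to 0.910 between the groups.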

We identified 3396 DEGs, including 2652 upregulated and 744 downregulated genes (Supplementary Materials, S2: Table S4). 

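By the study's thresholds, a ratio of group mean FPKM above 2 or below 0.5 and an unadjusted p-value under 0.05, 3925 of the 15384 tested genes were DEGs when limma gave the p-values. Of these, 3184 were higher and 741 lower in the HFCF group. An adjusted p-value under 0.05 was reached by 3180 of the DEGs, and the values of the 2 groups overlapped in 146 of them. Without a limit on the fold change, 4452 genes had an adjusted p-value under 0.05, 3504 of them higher and 948 lower in the HFCF group. No overlap between the 3 HFCF and the 3 NC values was found in 7418 genes, 48.2% of those tested. Chance gives 10% for 3 pigs against 3. These values were not rescaled, and a difference in scale between the columns alone can separate the groups. The factors of median-ratio scaling were 0.859 to 0.929 in the NC pigs and 1.12 to 1.13 in the HFCF pigs. The share without overlap was not computed after scaling. The supplementary table of DEGs was read for 299 of the paper's 3396 genes, and in all 299 the listed fold change was the ratio of group mean FPKM. The median log2 fold change of all tested genes was 0.32 with the deposited values. It was 0.03 after median-ratio scaling, -0.07 after quantile normalization and 0.07 after rescaling to TPM. The share of DEGs higher in the HFCF group was 81.1% and was moved most by quantile normalization, which gives all samples one distribution, to 50.4% (1677 higher and 1648 lower). It was 62.0% after median-ratio scaling (2146 higher and 1318 lower) and 63.9% after rescaling to TPM (2450 higher and 1386 lower). Rescaling to TPM kept the filter and pseudocount on larger values, so 17534 genes were tested. Among genes with a symbol, an adjusted p-value under 0.05, a mean FPKM of at least 1 and no overlap between groups, the 5 largest positive log2 fold changes were those of RNF128 (7.30), ACP5 (7.12), AMBN (6.84), CXCL14 (6.44) and SLC2A5 (6.43). They lay 6.11 to 6.98 above the median of all genes. The order of these rises also depends on the pseudocount. Over 15 alternatives AMBN lay between 4.38 and 8.25 and SLC2A5 between 3.81 and 8.08, while CXCL14 stayed between 5.85 and 6.59. CXCL14 (ENSSSCG00000014310) rose from 1.68 ± 0.26 FPKM (SD, n = 3) in the NC group to 155.6 ± 33.5 FPKM (SD, n = 3) in the HFCF group, with an adjusted p of 5.45e-05 from limma. RNF128 (ENSSSCG00000012551) rose from 0.30 ± 0.30 to 59.9 ± 35.7 FPKM (SD, n = 3 each). SLC2A5 was listed at 0 in the first NC pig, and its NC mean was 0.075 FPKM. The 5 largest negative log2 fold changes were those of PIGS (-5.11), CDH20 (-4.93), PITX1 (-4.69), ssc-mir-143 (-4.58) and SNORD95 (-4.18). The sizes and the order of these 5 depend on the pseudocount. Over 15 alternatives CDH20 lay between -7.37 and -2.13, PITX1 between -6.60 and -2.23 and SNORD95 between -6.51 and -1.72, with pseudocounts of 0.01 and 1 at the ends of each range. ssc-mir-143 and SNORD95 are short RNAs, for which FPKM divides by a short length. ssc-mir-143 had an adjusted p of 0.0185 (limma), which lay between 0.00247 and 0.0607 over 15 alternatives and was 0.05 or more without any one of the 3 NC pigs. The log2 fold change of ssc-mir-143 lay between -5.31 and -3.23 with each pig left out in turn. It had 1.22 FPKM in the first HFCF pig against 23.5 and 19.9 FPKM in the other HFCF pigs. PITX1 varied from 0.57 to 9.33 FPKM among the NC pigs.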

For a comprehensive understanding of the functions of these DEGs, we conducted GO and KEGG pathway analyses. 

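Over-representation was tested against the 5333 tested genes that carry a KEGG pathway, 1344 of them DEGs, with one-sided Fisher's exact tests adjusted over 313 pathways. An adjusted p under 0.05 was reached by 32 of these pathways, and by 4 of the 17 pathways drawn in Figure 5A. The chemokine signaling pathway held 59 DEGs among 151 genes, where 38.1 were expected (adjusted p = 0.00226, Fisher's exact test). Cytokine-cytokine receptor interaction held 62 DEGs among 177 genes, where 44.6 were expected (adjusted p = 0.0233, Fisher's exact test). The toll-like receptor signaling pathway held 29 DEGs among 82 genes against 20.7 expected, with an unadjusted p of 0.0251 and an adjusted p of 0.182 by the exact test. The NF-kappa B signaling pathway held 24 DEGs among 78 genes against 19.7 expected (adjusted p = 0.709, Fisher's exact test). The MAPK signaling pathway held 62 DEGs among 242 genes against 61.0 expected, and the NOD-like receptor signaling pathway held 30 among 121 against 30.5 expected, each with an adjusted p of 1 by the exact test. Phagosome held 55 DEGs among 122 genes against 30.7 expected (adjusted p = 6.97e-05, Fisher's exact test). Lysosome held 40 DEGs among 108 genes against 27.2 expected (adjusted p = 0.0389, Fisher's exact test), and of the 4 pathways it alone lost its call in some of the 17 alternatives. Its adjusted p by the exact test stayed under 0.05 in 9 of them and ranged from 0.0079 to 0.592, the highest after quantile normalization.

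**Figure D1:**
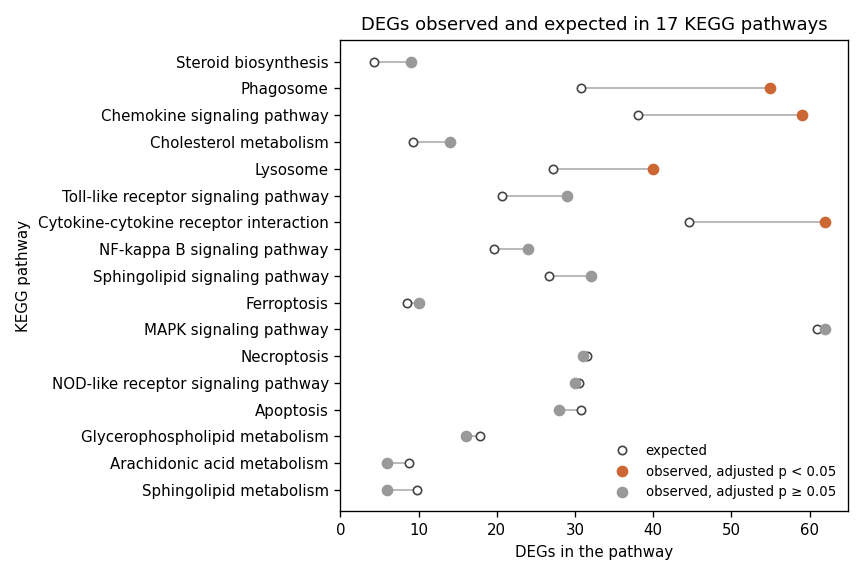
DEGs observed and expected by chance in each of the 17 KEGG pathways, on a linear axis of gene counts. Open circles mark the expected number and filled circles the observed number, orange where the adjusted p of Fisher's exact test is under 0.05; Phagosome has the widest gap, with 55 observed and 30.7 expected.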

KEGG pathway analysis revealed significant enrichment in several immune and inflammatory response pathways, including the chemokine signaling pathway, mitogen-activated protein kinase (MAPK) signaling pathway, toll-like receptor signaling pathway, NF-kappa B signaling pathway, and NOD-like receptor signaling pathway. 

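Among the KEGG pathways of lipid metabolism in Figure 5A, steroid biosynthesis held 9 DEGs among 17 tested genes against 4.28 expected, with an unadjusted p of 0.0129 and an adjusted p of 0.107 (Fisher's exact test, one-sided). Its adjusted p by the exact test was 0.0463 with a mean FPKM of at least 1 as the filter. After rescaling to TPM it was 0.0146 by the same test, and it ranged from 0.0146 to 0.332 over 17 alternatives. Rescaling to TPM kept the filter on larger values, so 17534 genes were tested. Sphingolipid signaling held 32 DEGs among 106 genes against 26.7 expected (adjusted p = 0.697, Fisher's exact test). Sphingolipid metabolism held 6 DEGs among 39 genes, below the 9.83 expected, glycerophospholipid metabolism 16 among 71, below the 17.9 expected, and arachidonic acid metabolism 6 among 35, below the 8.82 expected. The adjusted p of these 3 pathways was 1 in the exact test, as it was in each of the 17 alternatives. Cholesterol metabolism, also drawn in Figure 5A, held 14 DEGs among 37 genes against 9.32 expected (adjusted p = 0.371, Fisher's exact test).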

Interestingly, multiple lipid metabolism pathways, such as steroid biosynthesis, sphingolipid signaling pathway, sphingolipid metabolism, glycerophospholipid metabolism, and arachidonic acid metabolism, were also significantly enriched. Moreover, other pathways, including apoptosis and ferroptosis, exhibited significant enrichment (Figure 5A, Supplementary Materials, S2: Table S5). 

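Apoptosis held 28 DEGs among 122 tested genes, where 30.7 were expected by chance, and ferroptosis held 10 among 34, where 8.57 were expected. Necroptosis held 31 DEGs among 125 genes, where 31.5 were expected. The adjusted p of all 3 pathways was 1 in Fisher's exact test with the deposited values.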

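GO annotation was carried by 12891 tested genes, 3248 of them DEGs, and 5172 terms with at least 5 tested genes were tested in the same one-sided way. An adjusted p under 0.05 was reached by 37 terms. Among 9 terms of inflammation, MAP kinases, lipid, apoptosis, reactive oxygen species and iron, it was reached by 1. The inflammatory response held 65 DEGs among 149 genes, where 37.5 were expected (adjusted p = 0.00111, Fisher's exact test). The toll-like receptor 4 signaling pathway held 7 DEGs among 10 genes against 2.52 expected, with an unadjusted p of 0.00367 and an adjusted p of 0.213 by the exact test. Response to lipid held 5 DEGs among 6 genes against 1.51 expected (unadjusted p = 0.0048, adjusted p = 0.234, Fisher's exact test). Positive regulation of MAP kinase activity held 15 DEGs among 38 genes against 9.57 expected (adjusted p = 0.691, Fisher's exact test). The other 5 terms had an adjusted p of 1 in the exact test. Of these, positive regulation of the MAPK cascade held 21 DEGs among 85 genes against 21.4 expected, and regulation of the apoptotic process held 30 among 123 against 31.0 expected. Reactive oxygen species metabolic process held 10 DEGs among 29 genes against 7.31 expected. Iron ion homeostasis held 6 among 18 against 4.54 expected, and cellular iron ion homeostasis held 12 among 34 against 8.57 expected.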

GO annotation revealed significantly enriched biological processes in the aorta of the HFCF group of pigs, encompassing inflammatory response, positive regulation of MAP kinase activity, positive regulation of the MAPK cascade, toll-like receptor 4 signaling pathway, response to lipid, regulation of the apoptotic process, reactive oxygen species metabolic processes, iron ion homeostasis, and cellular iron ion homeostasis (Supplementary Materials, S2: Table S6). We further performed GSEA to identify the biological processes in atherosclerotic pigs. The results revealed significant changes in sphingolipid metabolism, iron uptake and transport, toll-like receptor cascades, and apoptosis (Figure 5B, Supplementary Materials, S1: Figure S3). 

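The Reactome gene sets of the GSEA were not used here. In their place, the 17 KEGG pathways and 9 GO terms above were tested as sets with limma's camera, which compares the genes of a set with all other tested genes at a preset correlation between genes of 0.01. An adjusted p under 0.05 over the 26 sets was reached by 8 of them. The toll-like receptor signaling pathway (82 genes) had a median log2 fold change of 0.70, which is 0.38 above the median of all genes (adjusted p = 0.0106, camera in limma). The toll-like receptor 4 signaling term (10 genes) had a median of 1.64, 1.32 above that of all genes (adjusted p = 0.0282, camera in limma). Cellular iron ion homeostasis (34 genes) had a median of 0.55, 0.23 above that of all genes, with an adjusted p of 0.0399 from limma's camera that stayed under 0.05 in 8 of 17 alternatives and lay between 0.00135 and 0.672 across them. Iron ion homeostasis (18 genes) had an adjusted p of 0.967 from the same test. Sphingolipid metabolism (39 genes) had a median of 0.26, which is -0.06 relative to all genes (adjusted p = 0.625, camera in limma). Apoptosis (122 genes) had a median of 0.36, which is 0.04 above all genes (adjusted p = 0.967, camera in limma). The inflammatory response, phagosome, lysosome and cytokine-cytokine receptor interaction were also shifted upwards, by medians of 0.66, 0.49, 0.31 and 0.43 relative to all genes, and steroid biosynthesis was shifted downwards by a median of -0.39. The call of steroid biosynthesis held in 11 of 17 alternatives (adjusted p from 0.0157 to 0.672, limma) and was lost with each of the 3 scalings. That of cytokine-cytokine receptor interaction held in 13 of 17 (adjusted p from 0.00245 to 0.911, limma). With fry in limma, which asks whether the genes of a set change at all, all 26 sets had an adjusted p under 0.05. With the correlation between genes estimated from the 6 samples in place of the preset value, camera called 0 sets at an adjusted p under 0.05 and 1 set at an unadjusted p under 0.05.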

Taken together, these results indicate that HFCF diet feeding can lead to alterations in multiple signaling pathways in the abdominal aorta tissue of pigs.

We generated heat maps to depict the expression of genes enriched in sphingolipid metabolism. Among these genes, ceramide synthase 6 (CERS6), sphingomyelin synthase 1 (SGMS1), neutral ceramidase 1 (ASAH1), sphingosine-1-phosphate phosphatase 1 (SGPP1), sphingosine-1-phosphate lyase 1 (SGPL1), and galactosylceramidase (GALC) displayed high expression levels in the abdominal aorta of atherosclerotic pigs (Figure 5C), suggesting that HFCF diet feeding promotes ceramide accumulation in the abdominal aorta of pigs. 

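The 22 genes of Figure 5C were all tested. An adjusted p under 0.05 over all tested genes was reached by 11 of them in limma, 10 higher and 1 lower in the HFCF group. When p-values were adjusted over the list alone, 12 passed, and the paper does not state whether the list was chosen on these samples. The median log2 fold change of the list was 0.59, which is 0.27 above the median of all genes. With median-ratio scaling, quantile normalization or rescaling to TPM, 5 of the 22 genes passed. ASAH1 (ENSSSCG00000006995) rose from 7.89 ± 1.94 FPKM (SD, n = 3) in the NC group to 33.6 ± 17.4 FPKM (SD, n = 3) in the HFCF group, a log2 fold change of 1.99 (standard error 0.36, adjusted p = 0.00868, limma). It was 53.6 FPKM in the first HFCF pig, and without that pig the log2 fold change was 1.60. SGPP1 (ENSSSCG00000028558) rose from 2.12 ± 0.25 to 9.00 ± 1.92 FPKM (SD, n = 3 each), a log2 fold change of 2.02 (standard error 0.21, adjusted p = 0.00166, limma). SGMS1 (ENSSSCG00000010433) rose from 1.00 ± 0.18 to 3.34 ± 1.03 FPKM, a log2 fold change of 1.61 (standard error 0.28, adjusted p = 0.00792, limma). These 3 genes kept an adjusted p under 0.05 in all 15 alternatives. GALC (ENSSSCG00000027865) rose from 0.92 ± 0.22 to 2.82 ± 0.77 FPKM, a log2 fold change of 1.50 (adjusted p = 0.0119, limma), and lost its call only with quantile normalization. CERS6 (ENSSSCG00000032715) rose from 0.76 ± 0.16 to 1.86 ± 0.36 FPKM, a log2 fold change of 1.19 (standard error 0.28, adjusted p = 0.0193, limma). Its adjusted p lay between 0.0162 and 0.203 over the alternatives and was 0.05 or more in 6 of them, among these the 3 scalings. SGPL1 (ENSSSCG00000010274) rose from 3.22 ± 0.66 to 6.79 ± 2.62 FPKM, a log2 fold change of 1.01 (standard error 0.29, adjusted p = 0.0412, limma), and lost its call in 10 of the 15 alternatives. No overlap between the 2 groups was seen in any of these 6 genes. SMPD4 fell from 12.1 ± 1.21 to 8.47 ± 0.22 FPKM, a log2 fold change of -0.50 (adjusted p = 0.04, limma) that lost its call in 8 alternatives. The log2 fold changes of CERS2 and SPTLC2 were 0.03 and 0.04, which is -0.29 and -0.28 relative to the median of all genes, so they turned negative with each of the 3 scalings, which bring that median close to 0. From the higher expression of CERS6, SGMS1, ASAH1, SGPP1, SGPL1 and GALC, the paper proposes that the HFCF diet promotes the accumulation of ceramide in the abdominal aorta. Its lipidomics also measured higher ceramide in the abdominal aorta of HFCF pigs. The paper's discussion places CERS6, SGPP1 and GALC with the synthesis of ceramide, and ASAH1 and SGMS1 with its use. The RNA of these genes alone therefore does not give the direction of the change in ceramide.

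**Figure D2:**
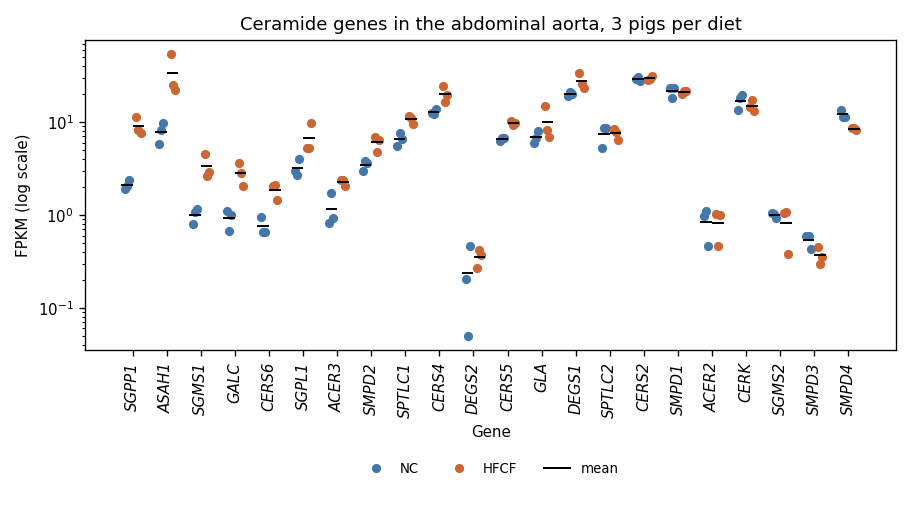
FPKM of the 22 genes in each pig on a log axis, ordered by log2 fold change, with NC pigs in blue, HFCF pigs in orange and a bar at the mean of 3 pigs. SGPP1 lies at 1.91 to 2.40 FPKM in the NC pigs and at 7.63 to 11.2 FPKM in the HFCF pigs, while the groups overlap in genes such as CERS2 and SMPD1.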

Ceramide synthesis in the abdominal aorta tissue was validated via qRT-PCR analysis, which confirmed significantly increased mRNA levels of CERS6, SGPP1, ASAH1, and SGMS1 in the HFCF group (*p* < 0.001) (Figure 5D–G). 

The above-mentioned results consistently revealed significant enrichment of apoptosis and the NF-kappa B signaling pathway. Several key genes associated with the NF-kappa B signaling pathway, including toll-like receptor 2 (TLR2), TLR4, inhibitor of nuclear factor kappa B kinase subunit epsilon (IKBKE), CC cytokine ligand-4 (CCL4), C-X-C motif chemokine ligand 10 (CXCL10), interferon regulatory factor 7 (IRF7), and tumor necrosis factor-associated factor 1 (TRAF1), exhibited increased expression in the abdominal aorta tissue of the HFCF group (Figure 5H). 

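All 9 genes drawn in Figure 5H had an adjusted p under 0.05 in limma, both over all tested genes and when adjusted over the list alone. Neither count is independent evidence because the study chose the list on these samples, which also limits the separation and the median below. Each of the 9 genes was higher in every HFCF pig than in any NC pig. The median log2 fold change was 2.40, which is 2.07 above the median of all genes, and pseudocount 1 moved it most, to 1.61. CXCL10 (ENSSSCG00000032474) rose from 1.52 ± 0.53 FPKM (SD, n = 3) in the NC group to 15.5 ± 2.78 FPKM (SD, n = 3) in the HFCF group, a log2 fold change of 3.31 (standard error 0.30, adjusted p = 0.00105, limma). TLR4 (ENSSSCG00000005503) rose from 0.69 ± 0.06 to 6.56 ± 4.00 FPKM, a log2 fold change of 2.93 (standard error 0.40, adjusted p = 0.00338, limma). Its HFCF mean rests in part on the first HFCF pig, with 11.2 FPKM against 4.55 and 3.97 FPKM in the other HFCF pigs. TLR2 (ENSSSCG00000009002) rose from 1.26 ± 0.38 to 4.55 ± 1.36 FPKM, a log2 fold change of 1.78 (adjusted p = 0.00814, limma). IRF7 (ENSSSCG00000012853) rose from 2.44 ± 1.17 to 14.8 ± 3.65 FPKM, a log2 fold change of 2.63 (adjusted p = 0.00337, limma). TRAF1 (ENSSSCG00000005511) rose from 4.01 ± 1.01 to 11.0 ± 1.60 FPKM, a log2 fold change of 1.46 (adjusted p = 0.00617, limma). CCL4 (ENSSSCG00000032343) rose from 0.71 ± 0.11 to 4.54 ± 2.51 FPKM, a log2 fold change of 2.40 (adjusted p = 0.00566, limma), and FPKM does not show how reads shared with similar chemokine genes were divided. IKBKE (ENSSSCG00000015644) rose from 1.02 ± 0.75 to 4.93 ± 2.05 FPKM, a log2 fold change of 2.29 (adjusted p = 0.0167, limma), and its adjusted p lay between 0.00963 and 0.0585 over 15 alternatives, the highest without the first NC pig. CD86 (ENSSSCG00000011877) rose from 0.29 ± 0.10 to 5.41 ± 4.11 FPKM (SD, n = 3 each), with 10.1 FPKM in the first HFCF pig. XIAP (ENSSSCG00000025028) had a log2 fold change of 1.02 (adjusted p = 0.0163, limma) and lost its call in 3 of the 15 alternatives, among them quantile normalization and rescaling to TPM.

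**Figure D3:**
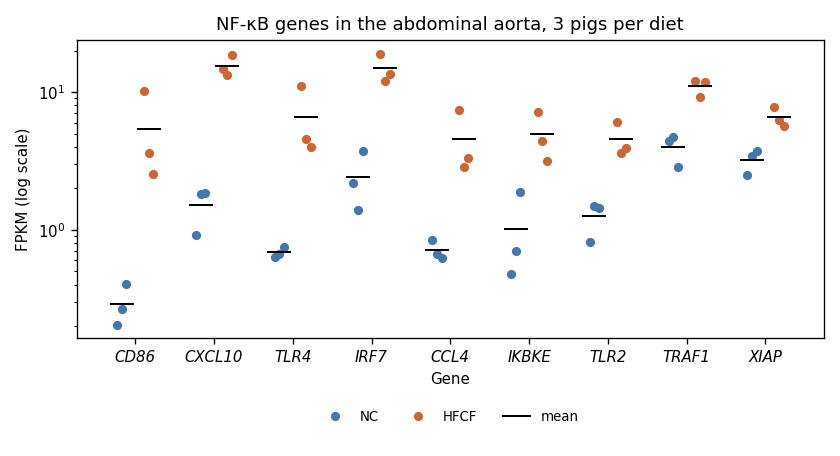
FPKM of the 9 genes in each pig on a log axis, ordered by log2 fold change, with NC pigs in blue, HFCF pigs in orange and a bar at the mean of 3 pigs. The groups do not overlap in any of the 9 genes; CD86 has the widest gap, from 0.29 to 5.41 FPKM between the means.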

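Of the 8 apoptosis genes named in the text or drawn in Figure 5I, 6 had an adjusted p under 0.05 in limma over all tested genes and 8 when adjusted over the list alone, which the study chose on these samples. The list, which also holds XIAP (log2 fold change 1.02), had a median log2 fold change of 1.52, which lies above that of all genes. Since the list was chosen on these samples, neither the counts nor the median are independent evidence. It was not split into genes that promote and genes that oppose apoptosis, so its median gives no direction for apoptosis. CTSD (ENSSSCG00000040793) was 159.1 ± 20.1 FPKM (SD, n = 3) in the NC group and 1256 ± 694.4 FPKM (SD, n = 3) in the HFCF group, a log2 fold change of 2.84 (standard error 0.37, adjusted p = 0.00312, limma). It was 2031 FPKM in the first HFCF pig and 689.4 FPKM in the third. BAD (ENSSSCG00000013033) was 10.5 ± 0.75 FPKM in the NC group and 33.8 ± 5.04 FPKM in the HFCF group, a log2 fold change of 1.67 (standard error 0.16, adjusted p = 0.00122, limma). HTRA2 had a log2 fold change of 1.11 (adjusted p = 0.00496, limma). CASP8 (ENSSSCG00000028157) was 1.44 ± 0.70 FPKM in the NC group and 3.77 ± 2.07 FPKM in the HFCF group, a log2 fold change of 1.26 with an unadjusted p of 0.0485 and an adjusted p of 0.116 (limma). The third HFCF pig, at 1.59 FPKM, lay within the NC range, and without it the adjusted p from limma was 0.0349, the lowest of 15 alternatives that reached up to 0.319. TNF (ENSSSCG00000001404) was 0.060 ± 0.039 FPKM in the NC group and 0.46 ± 0.47 FPKM in the HFCF group, with an unadjusted p of 0.041 and an adjusted p of 0.103 (limma). The first HFCF pig had 1.00 FPKM and the others 0.18 and 0.19 FPKM, and the log2 fold change of TNF fell from 1.52 to 0.87 without the first HFCF pig. BCL2A1 (adjusted p = 0.0492, limma) and PIK3CD (adjusted p = 0.0378, limma) had log2 fold changes of 1.53 and 1.52 and lost their calls in 11 and 9 of the 15 alternatives.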

Genes related to apoptosis, such as cathepsin D (CTSD), Bcl2-associated agonist of cell death (BAD), tumor necrosis factor (TNF), and Caspase-8 (CASP8), were also upregulated in the abdominal aorta tissue of the HFCF group (Figure 5I). TUNEL staining and NF-қB immunohistochemical staining confirmed increased apoptosis (*p* < 0.05) and NF-қB protein expression (*p* < 0.001) in the abdominal aorta tissue of the HFCF group, consistent with the RNA-Seq results (Figure 5J–M).

### 3.4. Significantly Increased Iron Metabolism-Related Genes Were Observed in the Aorta of Atherosclerotic Pigs Induced by High-Fat, High-Cholesterol, and High-Fructose Diet

Prior studies have highlighted iron accumulation in human atherosclerotic plaque areas and its close relationship to atherosclerosis [16]. GO, KEGG, and GSEA analyses revealed dysregulation of the expression of iron absorption and transport genes in the abdominal aorta of the HFCF group of pigs. 

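TFRC (ENSSSCG00000011848) was 1.23 ± 0.53 FPKM (SD, n = 3) in the NC group and 4.09 ± 1.21 FPKM (SD, n = 3) in the HFCF group. The log2 fold change was 1.68 (standard error 0.37, adjusted p = 0.0164, limma), which is 1.36 above the median of all genes. Its adjusted p lay between 0.0146 and 0.0553 over 15 alternatives, and it was 0.05 or more with quantile normalization, without the first NC pig and without the second HFCF pig. SLC40A1 (ENSSSCG00000027157) was 3.84 ± 0.94 FPKM in the NC group and 9.66 ± 2.03 FPKM in the HFCF group (SD, n = 3 each). The log2 fold change was 1.31 (standard error 0.25, adjusted p = 0.00974, limma), 0.99 above the median of all genes, and the call was kept in all 15 alternatives. Both genes were higher in every HFCF pig than in any NC pig.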

Notably, we observed a significant increase in the expression of transferrin receptor (TFRC), which is primarily responsible for iron uptake, and iron transporter (SLC40A1), which is primarily responsible for iron export, in the abdominal aorta of the HFCF group. Other genes involved in iron homeostasis, such as ferritin light chain (FTL) and nuclear receptor coactivator 4 (NCOA4), were also significantly upregulated following the HFCF diet (Figure 6A). 

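FTL (ENSSSCG00000003153) rose from 398.7 ± 104.6 FPKM (SD, n = 3) in the NC group to 1412 ± 342.0 FPKM (SD, n = 3) in the HFCF group, a log2 fold change of 1.83 (standard error 0.26, adjusted p = 0.00405, limma). FPKM does not show how reads shared between FTL and similar ferritin sequences were divided. NCOA4 (ENSSSCG00000010399) rose from 6.47 ± 0.96 to 13.0 ± 1.46 FPKM, a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.00768, limma), 0.68 above the median of all genes. SAT1 rose from 94.9 ± 24.8 to 442.8 ± 248.7 FPKM, a log2 fold change of 2.12 (adjusted p = 0.00882, limma). CP was low, with 0.11 ± 0.07 FPKM in the NC group and 0.51 ± 0.46 FPKM in the HFCF group (adjusted p = 0.116, limma), and 1.04 FPKM in the second HFCF pig against 0.23 and 0.27 FPKM in the others. Without that pig its log2 fold change fell from 1.37 to 0.79. Of the 6 genes of Figure 6A, 5 had an adjusted p under 0.05 over all tested genes and 6 when adjusted over the list alone, which the study chose on these samples. The median log2 fold change of the 6 genes was 1.53, which is 1.21 above that of all genes. Since the list was chosen on these samples, neither the counts nor the median are independent evidence.

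**Figure D4:**
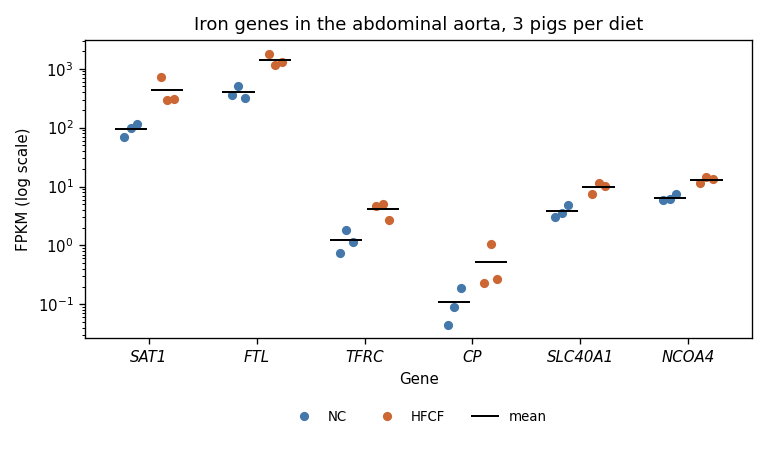
FPKM of the 6 iron genes in each pig on a log axis, ordered by log2 fold change, with NC pigs in blue, HFCF pigs in orange and a bar at the mean of 3 pigs. The groups do not overlap in any of the genes; FTL is the most abundant, with means of 398.7 and 1412 FPKM.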

We corroborated the RNA-Seq results via qRT-PCR, demonstrating that TFRC (*p* < 0.0001), SLC40A1 (*p* < 0.0001), NCOA4 (*p* < 0.01), and FTL (*p* < 0.01) were upregulated in the HFCF group (Figure 6B). Immunohistochemistry results indicated that TFRC and FTL protein expression significantly increased (Figure 6C). Moreover, a significantly higher iron content was found in the abdominal aorta of the HFCF group compared with the NC group, corroborated by Perls’ iron staining (Figure 6D, E). Taken together, these results suggest that HFCF diet feeding leads to iron overload due to the dysregulation of iron metabolism in the abdominal aorta of pigs.

### 3.5. C16 Cer Increases ROS Production, Apoptosis, and Inflammatory Pathway Activation in Macrophages by Inducing Iron Overload

While ceramide has been shown to induce apoptosis and inflammation [17], little is currently known about whether it can induce these biological processes by affecting iron deposition, particularly in macrophages. By analyzing human and mouse aortic single-cell RNA-Seq data, we observed that key genes related to ceramide generation and iron deposition were highly expressed in macrophages (Supplementary Materials, S1: Figure S4). Therefore, we investigated whether ceramide affects macrophage iron metabolism, subsequently impacting oxidative stress, apoptosis, and inflammation. RAW264.7 cells were treated with C16 Cer at concentrations ranging from 0 to 200 μM for 24 h (Figure 7A), and 100 μM C16 Cer was selected for the subsequent experiments. DCFH-DA probe results and flow cytometry revealed increased levels of ROS (*p* < 0.001) and apoptosis (*p* < 0.0001) in RAW264.7 cells after C16 Cer treatment (Figure 7B–E). Furthermore, C16 Cer treatment downregulated the protein expression of BCL-2 in RAW264.7 cells (*p* < 0.01). Notably, it significantly upregulated the protein expression levels of Caspase-8 (*p* < 0.01) and Caspase-9 (*p* < 0.05). Additionally, protein expression levels of Bax and Caspase-3 increased after C16 Cer treatment, although the difference was not statistically significant. Moreover, after the C16 Cer treatment, there was a significant increase in the protein expression levels of TLR4 (*p* < 0.001) and p-p65 NF-қ B (*p* < 0.05) in RAW264.7 cells (Figure 7F–I).

To confirm the role of iron in C16 ceramide-induced oxidative stress, apoptosis, and inflammation in macrophages, we pretreated RAW264.7 cells with 50 μM of DFO. The results showed that the C16 Cer treatment significantly increased intracellular iron content (*p* < 0.05) and upregulated the protein expression levels of TFRC (*p* < 0.001) in RAW264.7 cells (Figure 8A–C). Pretreatment with DFO mitigated the increase in TFRC (*p* < 0.01), intracellular iron content (*p* < 0.05), and ROS levels (*p* < 0.01) induced by C16 Cer treatment (Figure 8A–E). Additionally, DFO pretreatment ameliorated the increased protein expression levels of TLR4 (*p* = 0.051) and Caspase-8 (*p* < 0.05) induced by C16 Cer treatment (Figure 8A,B). 

## 4. Discussion

Over the years, pigs have been widely utilized in cardiovascular disease research to study pathological mechanisms and therapeutic drug development for conditions like atherosclerosis. However, there is a dearth of studies investigating the characteristics and biological implications of lipid composition in atherosclerotic plaques in pigs. In this study, we employed LC-MS/MS-based lipidomics and RNA-Seq to expand our understanding of how lipid metabolism is altered in the abdominal aorta tissue of atherosclerotic pigs induced by an HFCF diet. Our results uncovered significant changes in lipid species composition in the aortas of atherosclerotic pigs, particularly sphingolipids, influenced by the length of acyl chains associated with sphingolipids as affected by the HFCF diet. Furthermore, the HFCF diet altered the aortic transcriptional profile, with DEGs enriched in pathways associated with sphingolipid metabolism, cellular iron ion homeostasis, apoptosis, and inflammatory responses. Interestingly, our findings suggested that C16 ceramide could be a key player in promoting iron deposition in macrophages, subsequently triggering increased intracellular ROS production, apoptosis, and the activation of the TLR4/NF-қB inflammatory pathway. These effects may play a crucial role in the pathogenesis of atherosclerosis in pigs induced by the HFCF diet. 

### 4.1. Lipidomics Profiling of Atherosclerotic Plaques from Pigs and Other Mammals

It is widely acknowledged that oxidized low-density lipoprotein (ox-LDL), resulting from the oxidative modification of plasma-derived LDL, plays a significant role in the development of atherosclerosis. In addition to LDL, human atherosclerotic plaques have been found to contain various other lipid types, including sphingolipids and glycerophosphates. In our study, untargeted lipidomics revealed selective remodeling of several lipid classes in the abdominal aorta tissue of pigs subjected to an HFCF diet, including Cer, CerG1, CerG3, AcCa, TG, and LPC. Notably, previous studies have reported variations in the types and quantities of lipid species detected due to differences in detection conditions and sample sources. For example, Stegemann et al. [18] identified 150 lipid species across nine different classes in human carotid endarterectomy specimens using a chip-based robotic nanoelectrospray platform interfaced with a triple quadrupole mass spectrometer (QqQ-MS). In their study, radial arteries were used as control samples, and the identified lipids included cholesterol ester (CE), SM, LPC, and PC. In another study, Edsfeldt et al. [17] utilized high-performance liquid chromatography coupled with tandem mass spectrometry (HPLC-MS/MS) to analyze sphingolipids in human carotid plaques. They found significant increases in Cer, dihydroceramide (dhCer), glucosylceramide (GlcCer), lactosylceramide (LacCer), SM, and sphingosine-1-phosphate (S1P) in symptomatic plaques compared with asymptomatic ones. Additionally, Jung et al. [19] employed ultra-performance liquid chromatography–quadrupole time-of-flight mass spectrometry (UPLC-QTOF-MS) to characterize the global metabolic profile of human aortic tissue samples containing plaques. Their findings showed elevated levels of sphingolipids (Cer, SM, and glucosylceramide) and glycerophospholipids (LPC, LPE, and PC) in aortas with plaques compared with control samples without plaques. Numerous lipidomics studies have been conducted in mouse models of atherosclerosis, with many focusing on peripheral blood samples [20,21,22]. Notably, a recent study utilized LC-MS/MS to assess alterations in the lipid profile of thoracic aorta samples from APOE^−/−^ mice. A total of 131 differential lipids were identified in the samples, including TG (*n* = 53), PE (*n* = 24), PC (*n* = 10), PS (*n* = 10), and SM (*n* = 7) [23]. They found that the levels of all lipids in the PC and LPC classes were significantly increased in the high-fat diet group. However, the results of this study did not align with previous findings in APOE^−/−^ mice, with some discrepancies observed, such as no significant changes in Cer levels. In contrast, Kobayashi et al. [24] discovered higher levels of Cer classes in the aortas of APOE^−/−^ mice compared with wild-type mice, including C16:0 Cer, C18:0 Cer, and C24:0 Cer. It has been reported that there is a significant accumulation of ceramides d18:0 and d18:1 in the aorta of PCSK9^−/−^ mice fed a chow diet. When fed a Western diet, the accumulated ceramides in the aorta were higher in LDLR^−/−^ mice than those in PCSK9^−/−^ mice [25]. Cao et al. [26] identified 33 plaque-specific lipids in high-fat diet-fed LDLR^−/−^ mice with mass spectrometry imaging, including one SM, three LPAs, four LPCs, two LPEs, and one LPI, and found that LPI 18:0 was predominantly localized in the necrotic core of the plaque. Similarly, Martin-Lorenzo et al. [27] also found increased lysoPI (20:3) and SM (d18:0/15:0) in the aortic region of high-fat diet-fed LDLR^−/−^ mice with mass spectrometry imaging. Further studies will need to be performed to investigate the lipid profile in the aorta of patients or atherosclerotic animal models to provide an in-depth understanding of the complex pathogenesis of atherosclerosis.

### 4.2. Changes in PC and LPC in Pig Atherosclerotic Plaques

In the present study, we observed significantly elevated levels of seven LPCs in pigs subjected to the HFCF diet compared with the NC group, including LPC (16:0e), LPC (16:1), LPC (18:0), LPC (18:0e), LPC (18:1), and LPC (18:2). In cells, LPC and PC can be interconverted, with PC being cleaved by phospholipase A2 (PLA2) to form LPC, while LPC can be converted back to PC by lysophosphatidylcholine acyltransferase (LPCAT). Furthermore, we noted alterations in various PC species, with increased PC (16:0/18:1) and PC (16:0/18:2), and decreased PC (18:0p/18:1) and PC (18:0/20:4). Similar results have been reported in studies on diseased iliac arteries from pigs with induced diabetes and hypercholesterolemia, indicating increased arterial LPC content and changes in PC composition, such as LPC (16:0), LPC (18:0), LPC (18:1), LPC (18:2), PC (16:0/18:2), and PC (18:1/18:2) [28]. Additionally, our transcriptome data revealed significantly higher mRNA expression levels of lysophosphatidylcholine acyltransferase 2 (*LPCAT2*), phospholipase A2 group IVA (*PLA2G4A*), and group VII (*PLA2G7*) in the HFCF group of pigs compared with the NC group, consistent with the study by De Keyzer et al. [29], who observed higher expression of PLA2G7 in monocytes and plaque macrophages of miniature pigs fed a cholesterol-rich diet when compared with controls. 

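PLA2G7 (ENSSSCG00000001723) rose from 0.44 ± 0.20 FPKM (SD, n = 3) in the NC group to 7.05 ± 1.82 FPKM (SD, n = 3) in the HFCF group, a log2 fold change of 3.76 (standard error 0.36, adjusted p = 0.0012, limma). LPCAT2 (ENSSSCG00000002828) rose from 0.89 ± 0.34 to 4.44 ± 2.74 FPKM, a log2 fold change of 2.09 (standard error 0.48, adjusted p = 0.0186, limma). It was 7.51 FPKM in the first HFCF pig, without which the log2 fold change was 1.64. PLA2G4A (ENSSSCG00000023351) rose from 2.96 ± 0.65 to 6.46 ± 1.29 FPKM, a log2 fold change of 1.10 (standard error 0.24, adjusted p = 0.0167, limma). All 3 genes also passed when adjusted over the list alone, which the study chose on these samples, and none overlapped between the groups. Their median log2 fold change was 1.77 above that of all genes. Since the list was chosen on these samples, none of these values are independent evidence. PLA2G7 kept its call in all 15 alternatives. LPCAT2 lost it in 3 of them, with an adjusted p of up to 0.0604, and PLA2G4A in 4, with an adjusted p of up to 0.0672 (limma).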

### 4.3. Changes in Gene Expression Related to Sphingolipid Metabolism in Pig Atherosclerotic Plaques

It is well established that the ceramide synthesis pathway is complex, involving multiple processes. It can be generated from plasma membrane sphingomyelin by activating sphingomyelinases or synthesized de novo. Additionally, ceramide can be converted into sphingomyelin by sphingomyelin synthase or further metabolized through ceramidases. In our study, transcriptomic analysis revealed increased expression of genes responsible for ceramide biosynthesis (*CERS6*, *SGPP1*, and *GALC*) and utilization (*ASAH1* and *SGMS1*). Research has shown that mammalian ceramide synthases play a role in the de novo generation of ceramides with specific fatty acid chain lengths. CERS6, in particular, is responsible for the preferential generation of C16 ceramide and has been implicated in atherosclerosis regulation [30]. In our analysis of the aorta transcriptome of APOE^−/−^ mice induced by a Western diet, we found an upregulation of mRNA expression of *CERS6*, consistent with the increase in C16 Cer in the aortas of HFCF-fed pigs. We also observed an upregulation of *SGPP1*, which has been reported to catalyze the degradation of sphingosine-1-phosphate (S1P) through salvage and recycling of sphingosine into long-chain ceramides, having a pro-apoptotic effect by increasing ceramide expression [31]. Additionally, we noted increased expression of ASAH1 and GALC, two lysosomal enzymes—the former cleaving ceramide into sphingosine and free fatty acid, and the latter responsible for degrading galactosylceramide and sphingolipids to produce ceramide [32,33]. SGMS1, a member of the sphingomyelin synthase family, is involved in ceramide metabolism [34]. Previous studies have indicated elevated expression of *ASAH1* in human atherosclerotic plaques [32]. Furthermore, *CERS6*, *ASAH1*, *SGPP1*, and *SGMS1* are significantly enriched in M1-type macrophages within atherosclerotic plaques [35]. These findings suggest a disruption in the balance of ceramide synthesis and degradation in atherosclerotic pig plaques induced by the HFCF diet, potentially leading to transformations between different sphingolipids. Edsfeldt et al. [17] consistently sought to detect the gene expression profile of human atherosclerotic plaque but found no changes in the expression of genes related to sphingolipid metabolism. They speculated that this might be due to the activity of enzymes, especially considering that serum lipid levels in atherosclerosis patients were not significantly increased. 

### 4.4. Dysregulation of Ceramide Metabolism Is Linked to Iron Deposition and Activation of Related Pathways in Macrophages

Ceramide reportedly induces apoptosis and proinflammatory responses in various cell types, particularly in murine and human macrophages, which are significant sites for iron storage. An overload of intracellular iron ions leads to the generation of ROS, resulting in apoptosis and inflammatory responses. In our study, we observed the induction of genes related to iron storage in atherosclerotic pig plaques induced by the HFCF diet, including *TFRC*, SLC40A1, and *FTL*. Treatment with long-chain C16 Cer induced TFRC protein expression and iron deposition in RAW264.7 cells. Moreover, it led to ROS production, apoptosis, and the expression of proteins associated with the TLR4/NF-қB pathway in these cells. Importantly, these changes could be reversed by pretreatment with deferoxamine. Our findings suggest a unique relationship between ceramide and iron in mediating cytotoxicity. In human HepG2 cells, ceramide accumulation promoted hepcidin expression, subsequently increasing intracellular iron content and triggering ceramide production [36]. A previous study by Matsunage et al. [37] demonstrated that C2 Ceramide induced oxidative damage and apoptosis in bovine aortic endothelial cells (BAECs), which DFO could reverse. These findings are in agreement with our results, indicating that ceramide may promote the development of atherosclerosis induced by the HFCF diet by affecting the iron ion balance, subsequently inducing macrophage apoptosis and activating inflammatory pathways. Targeted regulation of ceramide and iron metabolism in macrophages may hold potential clinical value for treating atherosclerosis induced by a high-fructose diet. 

### 4.5. Therapeutic Potential of Ceramide

Ceramides are implicated in a variety of pathological processes associated with cardiovascular disease, including inflammation, oxidative stress, and apoptosis. Studies have shown that the administration of ceramide analogs elevates ROS production in endothelial cells, perhaps owing to NADPH oxidase activation [38]. Studies have also confirmed that ceramide elicited an inflammation response in macrophages [39]. In addition, the findings from studies of animal models suggest that administration of the serine palmitoyltransferase inhibitor myriocin decreased atherosclerotic lesion size in the aorta of APOE^−/−^ mice [40,41]. All these observations support a potential therapeutic role for ceramides in the treatment of atherosclerosis. However, ceramides are indispensable for a variety of biological processes, especially in the nervous and immune systems. Global inhibition of ceramide production is likely not the most feasible approach for treating atherosclerotic cardiovascular disease [42]. In this study, we found that the enzymes responsible for ceramide synthesis were induced in the aorta of atherosclerotic pigs, leading to excessive accumulation of ceramide. Thus, targeting local ceramide production in the vascular tissue to reduce iron deposition and related processes may be more effective. 

### 4.6. Limitations of this Study

Our study has certain limitations. First, we solely verified the expression levels of sphingolipid metabolism genes obtained through RNA sequencing and did not measure their protein or enzyme activity due to a lack of suitable antibodies and reagents for pigs. Second, practical challenges in pig experiments prevented us from directly confirming the relationship between ceramide, apoptosis, and the activation of the TLR4/NF-қB inflammatory pathway in vivo. However, additional in vitro experiments provided compelling evidence that long-chain ceramide plays a crucial role in inducing cellular apoptosis, oxidative stress, and inflammation. Lastly, while we used LC-MS/MS technology to detect nearly 800 lipid species in atherosclerotic pig plaques, some lipid species, including CE, FA, and sphingosine, were identified in small abundance, suggesting that new lipidomics detection technology may be required for further analysis in the future. 

## 5. Conclusions

Overall, our lipidomics data unveiled alterations in the lipid composition of abdominal aorta tissues in HFCF diet-induced atherosclerotic pigs. We identified abnormal ceramide accumulation in atherosclerotic pig plaques, particularly long-chain C16 Cer. Subsequent analysis showed that C16 Cer induces the production of reactive oxygen species in an iron-dependent manner, leading to apoptosis and the activation of the TLR4/NF-қB pathway in macrophages (Figure 9). Transcriptome results confirmed significant changes in gene expression related to sphingolipid metabolism, iron ion balance, apoptosis, and the TLR4/NF-қB pathway. Therefore, targeting C16 ceramide and iron metabolism in macrophages may represent a novel and effective therapeutic approach against atherosclerosis.

## Figures and Tables

**Figure 1:**
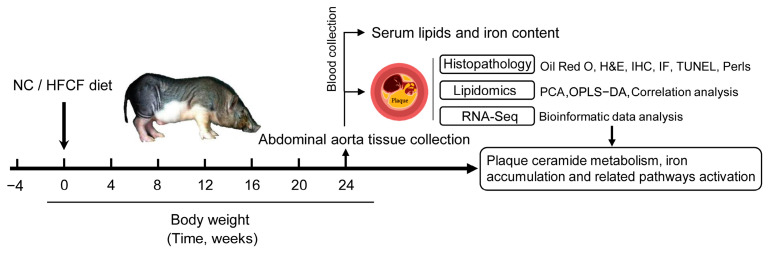
The flow diagram of the animal experiment. NC, normal chow; HFCF, high-fat, high-cholesterol, and high-fructose diet; H&E, hematoxylin and eosin; IHC, immunohistochemistry; IF, immunofluorescence; TUNEL, terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling; PCA, principal component analysis; and OPLS-DA, orthogonal partial least-squares-discriminant analysis.

**Figure 2:**
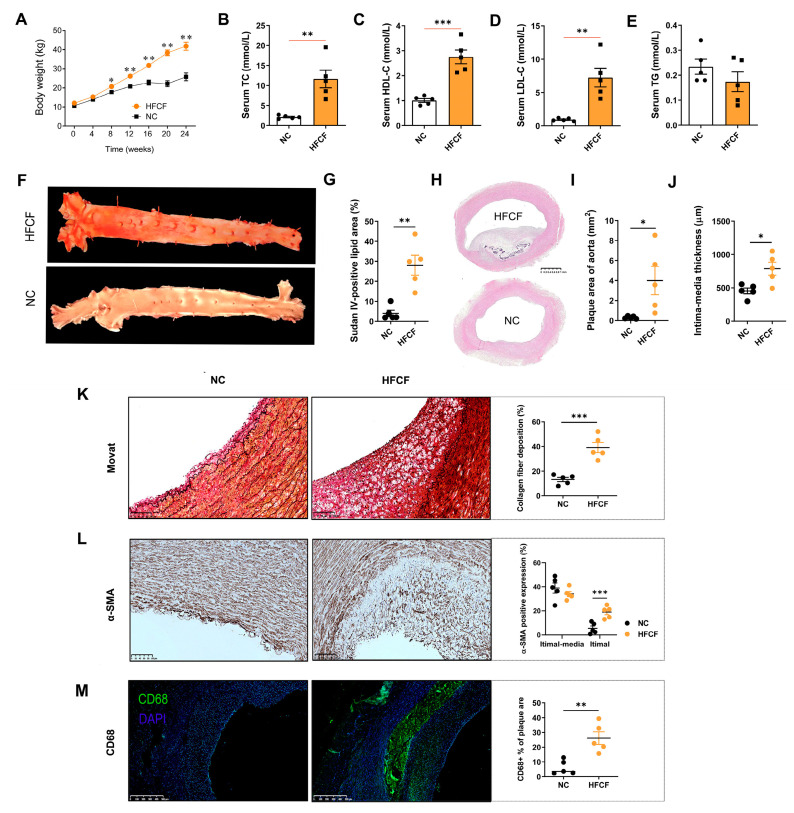
Phenotype of atherosclerotic pigs induced by a high-fat, high-cholesterol, and high-fructose diet. (**A**) Body weight of pigs during the dietary intervention time; (**B**) serum total cholesterol; (**C**) serum high-density lipoprotein cholesterol; (**D**) serum low-density lipoprotein cholesterol; (**E**) serum triglyceride; (**F**) representative photographs of Sudan-IV-stained aorta; (**G**) quantification of the Sudan-IV-positive lesion area in en face aorta; (**H**) H&E staining of the abdominal aorta; scale bars, 1 mm; (**I**) mean plaque size of abdominal aortas; (**J**) intima-media thickness of abdominal aortas; (**K**) representative photomicrographs and quantification of Movat staining in sections of the abdominal aorta; (**L**) representative photomicrographs and quantification of α-SMA immunohistochemistry in sections of the abdominal aorta; and (**M**) representative photomicrographs and quantification of CD68 staining in sections of the abdominal aorta. Green, CD68; blue, DAPI. Original magnification, ×50. NC, normal chow; HFCF, high-fat, high-cholesterol, and high-fructose diet. All data were assessed using Student’s *t*-test and are presented as mean ± SEM, *n* = 5 per group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
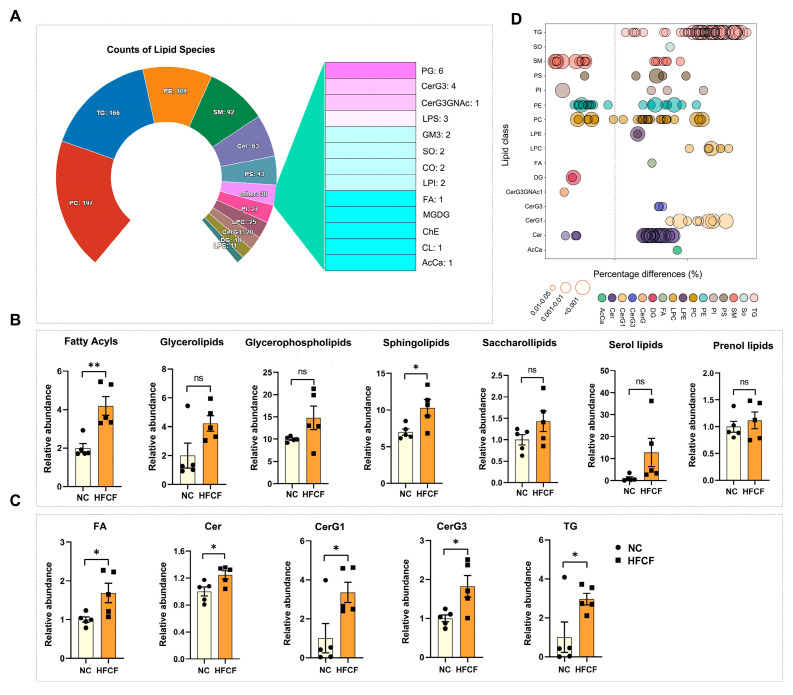
Changes in the overall lipid composition and distribution in the aorta of atherosclerotic pigs fed a high-fat, high-cholesterol, and high-fructose diet. (**A**) Distribution of lipid classes considered for subsequent analysis in all of the samples detected via LC-MS/MS; (**B**) the intensity fold change in fatty acyls, glycerolipids, glycerophospholipids, sphingolipids, saccharolipids, and prenol lipids; (**C**) the intensity fold change in AcCa, FA, Cer, CerG1, CerG3, and TG; only lipids with *p* < 0.05 are displayed; and (**D**) bubble plot of altered lipid species in the aorta of atherosclerotic pigs fed a HFCF diet. Each dot represents a lipid species, and the dot size indicates significance. NC, normal chow; HFCF, high-fat, high-cholesterol, and high-fructose diet; ns, no significant. All data were assessed using Student’s *t*-test and are presented as mean ± SEM, *n* = 5 per group. * *p* < 0.05, ** *p* < 0.01.

**Figure 4:**
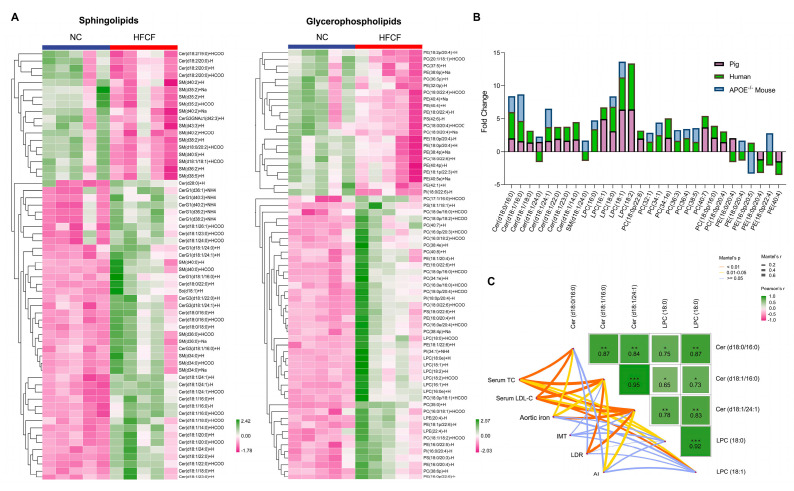
Comparison of significantly altered lipids in the atherosclerotic aorta of pigs and other species. (**A**) Heatmap showing the differentially expressed sphingolipid and glycerophospholipid subclasses; (**B**) Log2 (fold change) values of significantly altered lipids in the atherosclerotic aorta of humans, pigs, and APOE^−/−^ mice; and (**C**) pairwise comparisons of significantly altered lipids are shown with a color gradient denoting Spearman’s correlation coefficient. NC, normal chow; HFCF, high-fat, high-cholesterol, and high-fructose diet; IMT, intima-media thickness; LDR, lipid deposition rate; and AI, atherosclerotic index. All data were assessed using Student’s *t*-test and are presented as mean ± SEM, *n* = 5 per group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
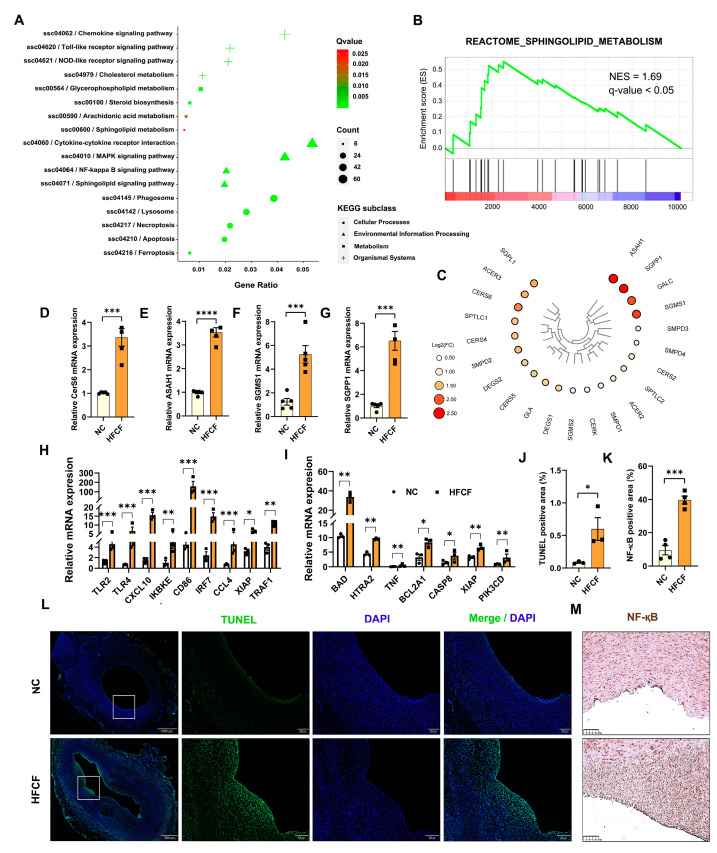
Alterations in the aortic transcriptional profiles of atherosclerotic pigs fed a high-fat, high-cholesterol, and high-fructose diet. (**A**) KEGG pathway analysis showing the enrichment of functional categories. The size of shapes indicates gene counts. The dot color indicates significance, and corresponding significance values are displayed as log10 (*p*-value). (**B**) Gene set enrichment analysis showing significant enrichment in sphingolipid metabolism. (**C**) Heatmap showing the ceramide-generation-related genes. The greater the log2 (fold change), the higher the significance. (**D**–**G**) qRT-PCR analysis of CERS6, ASAH1, SGMS1, and SGPP1 (*n* = 5). (**H**) relative expression levels of selected genes involved in the NF-қB signaling pathway from the RNA-Seq dataset; (**I**) relative expression levels of selected genes involved in apoptosis from the RNA-Seq dataset. (**J**) The quantification of TUNEL-positive cells (*n* = 3). (**K**) The quantification of NF-қB-positive cells (*n* = 4). (**L**) Representative photographs of TUNEL-stained aorta of the NC and HFCF groups of pigs. Green, TUNEL; blue, DAPI. Scale bars, 200 and 1000 μm. (**M**) Representative photomicrographs of NF-қB staining in sections of the abdominal aorta in the NC and HFCF groups of pigs. Scale bars, 100 μm. NC, normal chow; HFCF, high-fat, high-cholesterol, and high-fructose diet. All data were assessed using Student’s *t*-test and are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 6:**
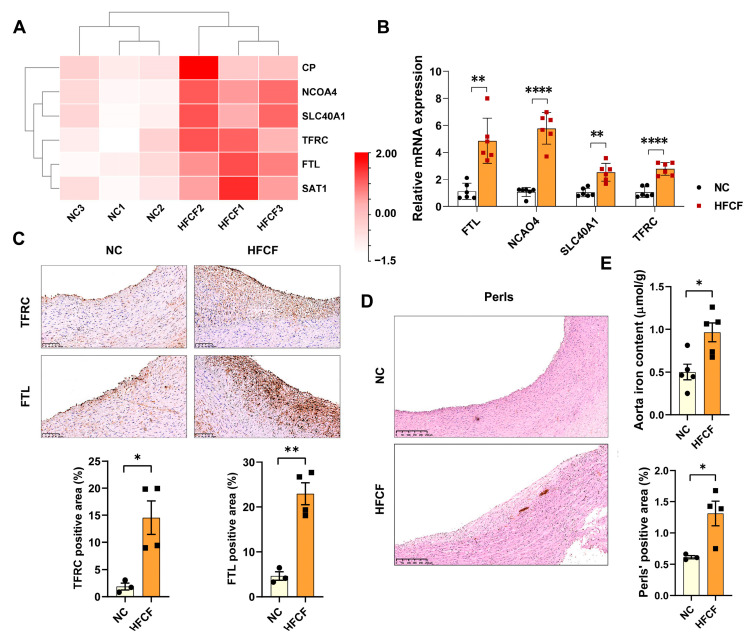
Iron deposition in the aorta of atherosclerotic pigs induced by a high-fat, high-cholesterol, and high-fructose diet. (**A**) Heatmap showing the differentially expressed genes related to iron accumulation; (**B**) qRT-PCR analysis of TFRC, FTL, SLC40A1, and NCOA4 (*n* = 5); (**C**) representative photomicrographs and quantifications of TFRC and FTL staining in sections of the abdominal aorta in the NC and HFCF groups of pigs (*n* = 3); scale bars, 100 μm; (**D**) representative photomicrographs and quantifications of DAB-enhanced Perls’ iron staining of the aorta in the NC and HFCF groups of pigs (*n* = 3–4); scale bars, 250 μm; and (**E**) quantification of aortic iron concentrations (*n* = 5). NC, normal chow; HFCF, hig-fat, high-cholesterol, and high−fructose diet. All data were assessed using Student’s *t*-test and are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 7:**
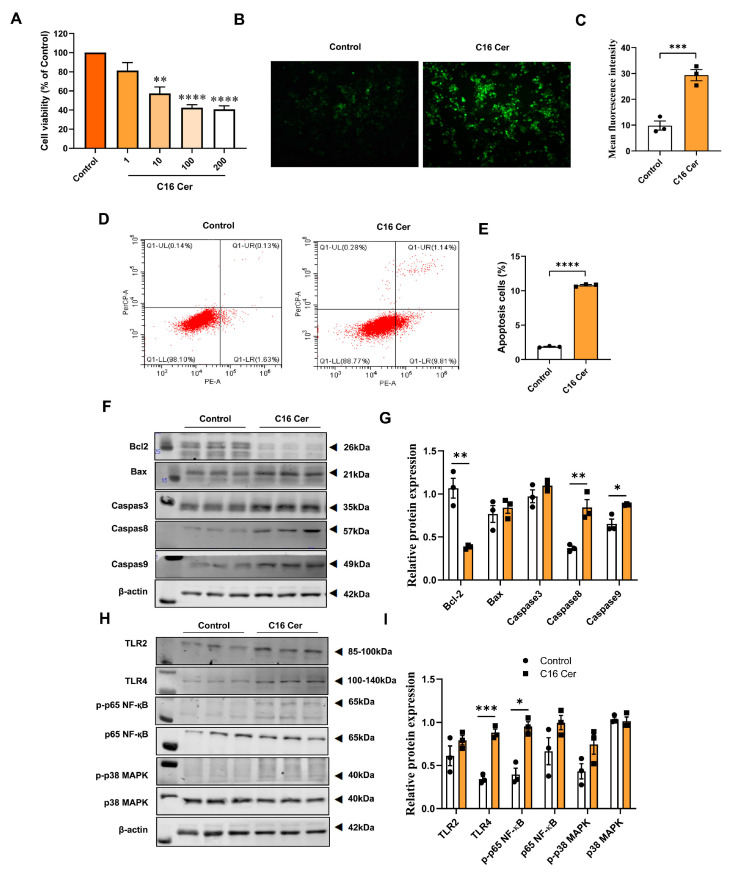
C16 ceramide induces oxidative stress, apoptosis, and inflammatory response in macrophages. (**A**) Cell viability of RAW264.7 cells treated with 1–200 μM of C16 Cer for 24 h (*n* = 6); (**B**) ROS generation with C16 Cer treatment was analyzed via 2′,7′-dichlorodihydro-fluorescein diacetate (DCFH-DA) staining; (**C**) the quantification of ROS levels in RAW264.7 cells (*n* = 3); (**D**) the apoptosis of RAW264.7 cells after C16 Cer treatment was assessed via flow cytometric analysis; (**E**) the relative levels of apoptosis in RAW264.7 cells (*n* = 3); (**F**) immunoblot analysis of Bcl2, Bax, Caspase-3, Caspase-8, and Caspase-9 in RAW264.7 cells; (**G**) the normalized band intensities of Bcl2, Bax, Caspase-3, Caspase-8, and Caspase-9 compared with β-actin (*n* = 3); (**H**) immunoblot analysis of TLR2, TLR4, p-p65 NF-қB, p65 NF-қB, p-p38 MAPK, and p38 MAPK; (**I**) the normalized band intensities of TLR2, TLR4, p-p65 NF-қB, p65 NF-қB, p-p38 MAPK, and p38 MAPK compared with β-actin (*n* = 3). C16 Cer, C16 ceramide. All data were assessed using Student’s *t*-test and are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 8:**
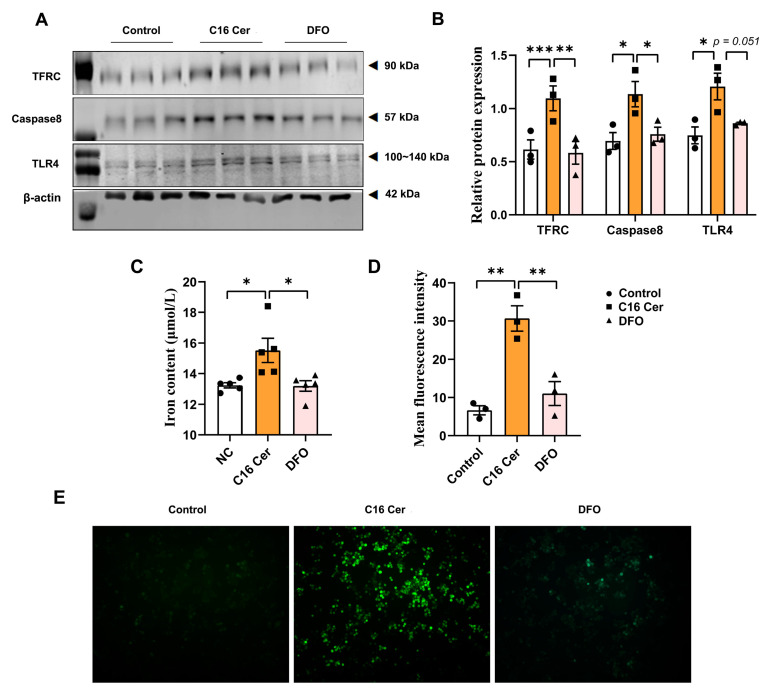
Deferoxamine reverses C16 Cer-induced oxidative stress, apoptosis, and inflammatory response in macrophages. (**A**) Immunoblot analysis of TFRC, Caspase-8, and TLR4; (**B**) the normalized band intensities of TFRC, Caspase-8 and TLR4 compared with β-actin (*n* = 3); (**C**) quantification of iron concentrations in RAW264.7 cells (*n* = 5); (**D**) the quantification of ROS levels in RAW264.7 cells (*n* = 3); and (**E**) ROS generation with C16 Cer and DFO treatment was analyzed via DCFH-DA staining. C16 Cer, C16 ceramide; DFO, deferoxamine. Data are expressed as mean ± SEM. One-way ANOVA analysis was performed followed by Tukey’s post hoc test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 9:**
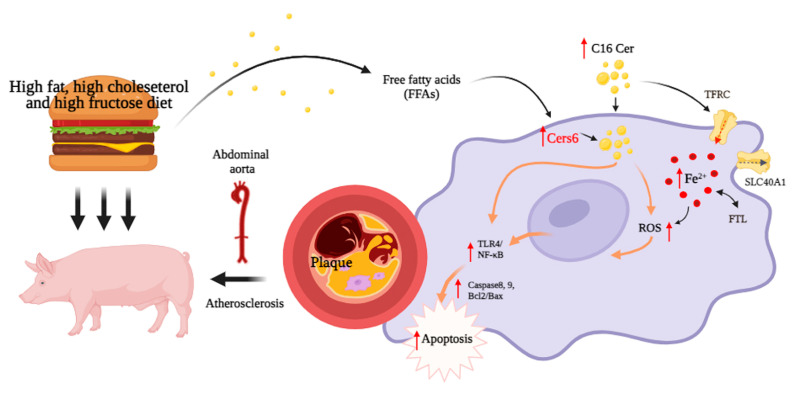
Schematic diagram of the proposed pathological mechanism by which C16 Cer increases ROS production, apoptosis, and inflammation response in macrophages and atherosclerosis by inducing iron overload. C16 Cer, C16 ceramide; CERS6, ceramide synthase 6; TFRC, transferrin receptor; FTL: ferritin light chain; SLC40A1, iron transporter; TLR4, toll-like receptor 4; NF-қB, nuclear factor-kappa B; and ROS, reactive oxygen species.

## Data Availability

The data supporting the findings of this study are included in the article and supplemental material. Raw RNA-Seq data are available in the Gene Expression Omnibus database (GSE245530).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox13010004/s1, Supplementary file S1: Table S1. Information on primers used to perform qRT-PCR; Table S2. The abbreviations of detected lipid classes; Figure S1. Multivariate data analysis of LC-MS/MS lipidomics data from abdominal aorta samples from NC and HFCF pigs; Figure S2. Altered fatty acid composition of sphingolipids in the aorta of miniature pigs fed a HFCF diet; Figure S3. Gene set enrichment analysis showing significant enrichment in iron uptake and transport, toll-like receptor cascades, and apoptosis from NC and HFCF pigs; Figure S4. Ceramide generation and iron deposition related genes are found in macrophage cells in both human and mouse aortas. Supplementary file S2: Table S3. The detected lipid classes; Table S4. Lists of differentially expressed genes (DEGs) between NC and HFCF groups of pigs; Table S5. KEGG pathway analysis of differentially expressed genes (DEGs) between NC and HFCF groups of pigs; Table S6. GO enrichment analysis of differentially expressed genes (DEGs) between NC and HFCF groups of pigs.

How the deposited data were processed for this re-analysis (not part of the article)

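Abdominal aorta RNA from 3 pigs fed normal chow and 3 pigs fed the HFCF diet for 6 months was compared, with 1 library per pig. The authors aligned paired-end reads to the pig genome with HISAT2 and assembled and quantified them with StringTie, and the FPKM values of 30477 genes were used as deposited, per the methods and the file header. The methods name an earlier pig genome build than the reference annotation at hand, so no coordinates are given. Read counts and raw reads were not used here. A value of 0.0001 FPKM was read as 0, and 8661 genes had it in all 6 libraries.

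The depth of each library is not given in the methods. The smallest steps between FPKM values under 0.3 in 18010 genes with 1 transcript were used to estimate relative depths, which are given with the first result, and depths taken through another library differed by at most 0.01 on the log2 scale. The precision of a single value was taken from the spread among the 3 pigs of a group. The first principal component of the log2 values held 61.1% of the variance and the second 14.1%.

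Values were analysed as log2(FPKM + 0.1) for the 15384 genes with a mean FPKM of at least 0.1, with limma 3.58.1 in R 4.3.3 (linear model with diet as the only factor, eBayes with a variance trend) and Benjamini-Hochberg adjustment over all tested genes. A DEG had a ratio of group mean FPKM above 2 or below 0.5 and an unadjusted p under 0.05, the thresholds of the study. Its RNA-Seq methods name R but no test for the DEGs. Its general statistics and the caption of Figure 5 name Student's t-test. Over-representation was tested with one-sided Fisher's exact tests against the tested genes that carry an annotation, for terms with at least 5 tested genes, using the GO and KEGG annotation deposited with the values. Sets of genes were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. Lists of genes were taken from the text and figures of the article, and 12 lists of cell type markers were written down for macrophages, lipid-laden macrophages, T cells, B and plasma cells, neutrophils, contractile smooth muscle, endothelium, fibroblasts, adipocytes, red blood cells, skeletal muscle and Schwann cells and tested with fry.

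The 5 genes with the largest change in each direction were named among 3160 genes with a symbol of their own, an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between the groups. A name shared by several genes, such as Y_RNA, was not read as a symbol, a reading fixed after the values had been seen.

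The alternatives were pseudocounts of 1 and 0.01, no filter and a mean FPKM of at least 1, median-ratio scaling, quantile normalization, rescaling to TPM, eBayes without a trend, a block by replicate number, each library left out in turn, other set tests, other thresholds for DEGs and other backgrounds. On simulated data of 15384 genes with 200 changed genes, 200 were recovered at an adjusted p under 0.05 with 15 false calls, and 0 genes were called when no effect was simulated. A simulated depth ratio of 1.3 was recovered as 1.30, and the median error of the log2 fold change was 0.168.

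The lipidomics, staining, qRT-PCR and cell culture results were not analysed here. The supplementary table of DEGs was read for 299 of its 3396 entries and served only to check the scale of the fold change. The supplementary tables of enriched pathways and the Reactome gene sets were not used here.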

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

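The tests of the mitochondrial genes were chosen only after the result was seen.

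Macrophage markers were higher in the HFCF aorta, a signal the paper does not report from its RNA data. Their median log2 fold change was 3.85, 3.52 above that of all genes (adjusted p = 0.008, fry in limma), with 12 of 12 genes at an adjusted p under 0.05. Lipid-laden macrophage markers had a median of 2.90 (adjusted p = 0.008, fry in limma), with 6 of 10 genes at an adjusted p under 0.05; ACP5 of this list is also among the 5 genes of the largest rise. Both medians were higher in all 3 HFCF samples than in any NC sample. For the macrophage markers, median log2 fold change stayed between 3.43 and 4.05 over 15 alternatives, while the adjusted p of both lists was 0.0518 without NC replicate 1, 0.0506 without NC replicate 2 and at most 0.122 over the alternatives (fry in limma). Abundant members were C1QC (461 FPKM in HFCF and 16.1 FPKM in NC), CD68 (157.6 and 4.48 FPKM) and SPP1 (426.2 and 8.21 FPKM). The NC mean of SPP1 rests in part on NC replicate 3, with 17.2 FPKM against 4.41 and 3.00 FPKM in the others. The NC aorta also had measurable levels of most of the marker genes. A lower share of smooth muscle RNA would raise the other cell types alike, but the highest median among endothelial, fibroblast, adipocyte and Schwann cell markers was 0.81. Blood left in the vessels would raise red blood cell markers. Their median was 1.47 with all samples, with HFCF replicate 1 at 4.74 relative to NC. Without that replicate it was -0.16, while the macrophage median was still 3.48. This argues against blood as the cause in the other HFCF samples. A candidate explanation is more macrophages, or more RNA per macrophage, in the HFCF aorta. By staining, the paper reports more CD68 and foam cell infiltration in the aorta of its HFCF pigs, which goes with more macrophages. The RNA values alone do not separate the number of macrophages from their RNA content. Only 1 of the 10 splits of the 6 samples, the real one, gave as many marker lists. A share of 1 in 10 is the smallest share this design can give, so the splits alone do not exclude chance.

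The 5 largest rises among named genes were those of RNF128 (7.30), ACP5 (7.12), AMBN (6.84), CXCL14 (6.44) and SLC2A5 (6.43) on the log2 scale, and the paper discusses none of them. Each was higher in all 3 HFCF samples than in any NC sample and kept an adjusted p under 0.05 in limma in the 15 alternatives. NC means of RNF128, AMBN and SLC2A5 were 0.30, 0.16 and 0.075 FPKM. Their fold changes, and the order of the 5 genes, therefore depend on the pseudocount. With pseudocount 1 the log2 fold change of SLC2A5 was 3.81. No biological explanation was tested for these genes.

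Mitochondrial transcripts did not rise together. A mitochondrial ribosomal RNA (ENSSSCG00000018061) had a log2 fold change of 8.38, from 0.45 to 178.9 FPKM, while the other (ENSSSCG00000018063) had -0.81 (adjusted p = 0.172, limma). Mitochondrial tRNA genes moved both ways, with log2 fold changes from -3.25 (ENSSSCG00000018090) to 6.63 (ENSSSCG00000018073). ND3 had a log2 fold change of 4.24 and COX1 0.79, with a median of 1.41 over the 13 protein-coding genes. More mitochondrial RNA alone would keep the ratios between these genes, but 64.1% of their 78 pairs had ratios that separated the groups, against 10% by chance and at most 11.5% under another split. Antisense reads counted in one group of libraries cannot be told apart from an effect of the diet. ND6, the protein-coding gene of the other strand, had a log2 fold change of 3.15, and 59.1% of the 66 pairs of the other 12 genes separated the groups, which does not exclude them since antisense reads would add a different share to each gene. RNA selection that differed between the libraries of the diets cannot be told apart from an effect of the diet. The reason is that each library has 1 diet. The median log2 fold change of 330 small nuclear, nucleolar and Cajal body RNAs was 0.044. Of these, 37 were higher and 26 lower at an adjusted p under 0.05 (limma). Antisense reads or such a selection could also reach genes outside the mitochondria, which was not tested.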

How the results depend on the processing

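The alternatives, the marker lists and the rule for naming genes were set before the data were examined, except the background of all annotated genes of the deposited table and the exclusion of shared names from the naming rule, which were chosen only after the result was seen. A mean FPKM of at least 1 gives no value for 6 of the 57 named genes, which fall below it, or for the T cell list, of which it leaves 1 gene, LCK, too few for a test of a list.

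Scaling moved the share of DEGs higher in HFCF from 81.1% to 62.0% with median-ratio scaling, 50.4% with quantile normalization and 63.9% with TPM; it was 76.0% with no filter, 83.1% with an adjusted p under 0.05 in place of the unadjusted p, and from 79.5% to 82.4% across the 6 fits that each left out one sample. DEGs ranged from 2722 to 4493 over the alternatives. Genes at an adjusted p under 0.05 fell from 4452 to 2772 with the replicate block and ranged from 2421 (without NC replicate 1) to 3596 across the fits that each left out one sample, with 2883 without NC replicate 2. Deviations of samples with the same number correlated at 0.02, -0.08 and -0.07, so the numbers do not pair the samples.

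Ceramide genes at an adjusted p under 0.05 fell from 11 to 5 with median-ratio scaling, quantile normalization and TPM, to 6 with the replicate block, and to 5 to 6 across the fits that each left out one sample. Their median log2 fold change was 0.28, 0.28 and 0.34 with the 3 scalings. The NF-kB median was 1.61 with pseudocount 1 and 1.84 with quantile normalization. Apoptosis genes fell from 6 to 3 with quantile normalization and with TPM, and their median was 0.99 with pseudocount 1, 1.03 with quantile normalization and from 1.06 (without HFCF replicate 1) to 1.73 across the fits that each left out one sample. The iron median was 1.16 with pseudocount 1, 1.796 with pseudocount 0.01, 1.28 with median-ratio scaling, 1.04 with quantile normalization and from 1.29 to 1.75 across the leave-one-out fits. LPC enzyme genes fell from 3 to 1 with quantile normalization and from 3 to 1 without NC replicate 1.

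Of the 26 gene sets, camera called 8, fry 26 and camera with an estimated correlation 0 (1 at an unadjusted p under 0.05). KEGG pathways ranged from 3 to 5 and GO terms stayed at 1. With the background of all annotated genes, 5 pathways and 1 term were called.

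Marker lists at an adjusted p under 0.05 were 2, and 4 with pseudocount 0.01 and with a mean FPKM of at least 1. They were 0 with the replicate block, and from 0 (without NC replicate 1 or 2) to 4 (without HFCF replicate 1) across the leave-one-out fits; each count of 0 had 3 lists at an unadjusted p under 0.05.

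The sign changed for the skeletal muscle markers, median log2 fold change 0.33: -0.23 with pseudocount 0.01, -0.90 with a mean FPKM of at least 1, -0.49, -0.034 and -0.12 with median-ratio scaling, quantile normalization and TPM, and from -1.78 to 1.01 across the leave-one-out fits. With the same 3 scalings, which bring the median of all genes from 0.32 close to 0 and so lower genes near 0, the CERS2 log2 fold change was -0.28, -0.11 and -0.23 and the SPTLC2 log2 fold change -0.27, -0.28 and -0.22. Across the leave-one-out fits CERS2 ranged from -0.014 to 0.069, SPTLC2 from -0.19 to 0.16, SMPD1 from -0.14 to 0.038, SGMS2 from -0.57 to 0.069, ACER2 from -0.37 to 0.30, and the medians of endothelial markers from -0.22 to 0.27, fibroblast markers from -0.37 to 0.17 and red blood cell markers from -0.16 to 2.41. Over the 57 named genes, 849 comparisons with an alternative gave 729 with the same direction and call, 100 weaker, 3 stronger and 17 with the other sign, 6 of them those of CERS2 and SPTLC2 with the 3 scalings.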

Differences from the paper's values

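The alternatives named here were set before the data were examined unless stated, and the scale of Figure 5C and the background of all annotated genes were chosen only after the result was seen.

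Mean FPKM of CD86 was 5.41 in the HFCF group against the paper's about 150 in Figure 5H, read by eye, and 0.292 in the NC group against the paper's about 4.4 in Figure 5H, read by eye. None of the alternatives closed either gap.

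The Figure 5C values of ASAH1, SGPP1, GALC, SGMS1, CERS6, SGPL1 and CERS2 match the log2 of the ratio of group means plus 1. On that scale SMPD4 was 0.77 against the paper's about 0.5 in Figure 5C, read by eye, and SMPD3 was 0.75 against the paper's about 0.5 in Figure 5C, read by eye. With median-ratio scaling, quantile normalization and TPM, SMPD4 was 0.64, 0.67 and 0.67, nearer to the paper's value without reaching it. SMPD3 was 0.63, 0.49 and 0.65 with these scalings, 0.70 without NC replicate 3 and 0.68 without HFCF replicate 1, so that quantile normalization reached the paper's value and the others came nearer to it. No other alternative brought either gene within 1.5 times the paper's value, and a mean FPKM of at least 1 leaves SMPD3 untested. As plain log2 ratios SMPD4 was -0.51 and SMPD3 -0.55. Without the sign, these sizes lie close to the paper's values of about 0.5.

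The paper states enrichment of MAPK, toll-like receptor, NF-kappa B and NOD-like receptor signaling, of steroid biosynthesis and 4 other lipid pathways, and of apoptosis and ferroptosis. None of these had an adjusted p under 0.05 in Fisher's exact test with the deposited values. Steroid biosynthesis did with a mean FPKM of at least 1 (0.0463) and with TPM (0.0146), over a range of 0.0146 to 0.332. With the background of all annotated genes, chosen after seeing the values, steroid biosynthesis (0.0274) and toll-like receptor signaling (0.0174) were called in the exact test and cytokine-cytokine receptor interaction (0.0722) was not. Of 9 GO terms the paper names, the inflammatory response was called and the other 8 were not, in any alternative.

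The paper states changes of sphingolipid metabolism and apoptosis as sets. Here camera gave adjusted p-values of 0.625 and 0.967 in limma for the KEGG pathways of these names, and among the alternatives fry alone called them (0.0136 and 0.0155). Toll-like receptor signaling was called by camera, and by all alternatives but the estimated correlation. No filter, and fry, also called NF-kappa B signaling, NOD-like receptor signaling and reactive oxygen species metabolic process as sets.

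The paper states that TNF and CASP8 are upregulated. Both meet the study's thresholds, with adjusted p-values of 0.103 and 0.116 from limma. CASP8 had an adjusted p of 0.0349 without HFCF replicate 3, over a range of 0.0349 to 0.319, and TNF lay between 0.0877 and 0.228.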

Other observations

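The tests of the adipocyte markers, of the listed genes by sample and of the CD86 bars were chosen only after the result was seen.

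Only 1 of the 10 splits of the 6 samples, the real one, gave as many DEGs, genes at an adjusted p under 0.05, KEGG pathways, GO terms, gene sets, marker lists, ceramide genes, NF-kB genes, apoptosis genes, iron genes or LPC enzyme genes. Another split gave at most 370 DEGs and 0 genes at an adjusted p under 0.05. For gene sets, camera called up to 4 in another split, against 8 in the real one. With 3 samples against 3 the share of splits cannot fall below 1 in 10, so the splits alone do not exclude chance.

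More DEGs were higher than lower in HFCF. Whether a few abundant genes that scale the FPKM columns caused this is not decided by the shares of the 20 most abundant genes. These held 21.1% to 23.1% of FPKM in NC and 20.9% to 22.6% in HFCF. A share of summed FPKM is not a share of reads, because FPKM divides by gene length. With median-ratio scaling 62.0% of DEGs were higher. That scaling corrects any difference in scale between columns, whatever its cause, so it does not separate a few genes from a general difference. A general difference in scale stays open, for part or all of the balance. Rescaling to TPM, which gives every sample the same sum, lowered the share of DEGs higher in HFCF from 81.1% to 63.9%. Of the genes at an adjusted p under 0.05 in limma, 58.2% were higher with TPM and 54.1% with median-ratio scaling. The filter and pseudocount were kept on the larger TPM values, so 17534 genes were tested. The TPM setting thus differs in more than the sums. With quantile normalization the shares were 50.4% of DEGs and 49.5% of the genes at an adjusted p under 0.05, but giving all samples one distribution favours an even split, so these values do not decide.

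A set of 9 genes was listed at 0 in every sample of one group and at 1 FPKM or more in every sample of the other, 7 of them at 0 in NC and 2 at 0 in HFCF. The 5 protein-coding ones are CLEC5A, SLC25A48, ENSSSCG00000014727, ENSSSCG00000046707 and ENSSSCG00000037526. As many were found in 1 of the 10 splits, the real one, and at most 1 such gene in another split. No biological explanation was tested.

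With pseudocount 0.1, a mean FPKM of at least 0.1 and no further scaling, none of the other marker lists reached an adjusted p under 0.05 in all 6 samples. Contractile smooth muscle had the same call in 9 of 15 alternatives and passed in the others, among them the 3 scalings. B and plasma cells had the same call in 14 of 15, and T cells passed with pseudocount 0.01. Median log2 fold changes and adjusted p (fry in limma) were 1.84 and 0.0771 for T cells, 2.06 and 0.114 for B and plasma cells, 2.83 and 0.114 for neutrophils, -0.87 and 0.0631 for contractile smooth muscle, -0.02 and 0.735 for endothelium, -0.10 and 0.621 for fibroblasts, -1.35 and 0.533 for adipocytes, 1.47 and 0.621 for red blood cells, 0.33 and 0.968 for skeletal muscle and 0.81 and 0.621 for Schwann cells. HFCF replicate 1 had the highest neutrophil (6.81) and red blood cell (4.74) values relative to NC, and without it the red blood cell median was -0.16. Without the same sample the T cell median was 1.12 with an adjusted p of 0.0105 and the neutrophil median 2.68 with an adjusted p of 0.0245 (fry in limma), the lowest of alternatives that reached up to 0.233 for the T cell markers, median log2 fold change, and 0.299 for the neutrophil markers, median log2 fold change. Fat left on some NC aortas could lower the adipocyte markers in HFCF, and it cannot be told apart from an effect of the diet: the adipocyte median ranged over 3.77 on the log2 scale among the 3 NC samples, more than the difference between the groups.

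Of the 47 genes in the lists taken from the article, 32 were higher in HFCF at an adjusted p under 0.05, and 24 of these (75%, against 33.3% by chance) were highest in HFCF replicate 1, the sample with the highest macrophage markers. More macrophages in the HFCF aorta may account for part of these rises. The genes of one sample are not independent, so this cannot be told apart from another property of that sample.

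The CD86 bars of Figure 5H lie far from the FPKM of CD86. Only 1 gene of the table, CD68, had both group means within 10% of the bars (157.6 FPKM in HFCF and 4.48 FPKM in NC), so a candidate explanation is that the bars show CD68. A search over all genes that finds 1 match cannot be told apart from a coincidence.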
